# Molecular Characterization of Notch1 Positive Progenitor Cells in the Developing Retina

**DOI:** 10.1371/journal.pone.0131054

**Published:** 2015-06-19

**Authors:** Galina Dvoriantchikova, Isabel Perea-Martinez, Steve Pappas, Ariel Faye Barry, Dagmara Danek, Xenia Dvoriantchikova, Daniel Pelaez, Dmitry Ivanov

## Abstract

The oscillatory expression of Notch signaling in neural progenitors suggests that both repressors and activators of neural fate specification are expressed in the same progenitors. Since Notch1 regulates photoreceptor differentiation and contributes (together with Notch3) to ganglion cell fate specification, we hypothesized that genes encoding photoreceptor and ganglion cell fate activators would be highly expressed in Notch1 receptor-bearing (Notch1^+^) progenitors, directing these cells to differentiate into photoreceptors or into ganglion cells when Notch1 activity is diminished. To identify these genes, we used microarray analysis to study expression profiles of whole retinas and isolated from them Notch1^+^ cells at embryonic day 14 (E14) and postnatal day 0 (P0). To isolate Notch1^+^ cells, we utilized immunomagnetic cell separation. We also used Notch3 knockout (Notch3KO) animals to evaluate the contribution of Notch3 signaling in ganglion cell differentiation. Hierarchical clustering of 6,301 differentially expressed genes showed that Notch1^+^ cells grouped near the same developmental stage retina cluster. At E14, we found higher expression of repressors (Notch1, Hes5) and activators (Dll3, Atoh7, Otx2) of neuronal differentiation in Notch1^+^ cells compared to whole retinal cell populations. At P0, Notch1, Hes5, and Dll1 expression was significantly higher in Notch1^+^ cells than in whole retinas. Otx2 expression was more than thirty times higher than Atoh7 expression in Notch1^+^ cells at P0. We also observed that retinas of wild type animals had only 14% (P < 0.05) more ganglion cells compared to Notch3KO mice. Since this number is relatively small and Notch1 has been shown to contribute to ganglion cell fate specification, we suggested that Notch1 signaling may play a more significant role in RGC development than the Notch3 signaling cascade. Finally, our findings suggest that Notch1^+^ progenitors—since they heavily express both pro-ganglion cell (Atoh7) and pro-photoreceptor cell (Otx2) activators—can differentiate into either ganglion cells or photoreceptors.

## Introduction

The number of people suffering from retinal diseases is expected to increase significantly over the next two decades, especially as the population ages [1–3]. These diseases lead to retinal damage and, ultimately, blindness [1–3]. Unfortunately, many retinal diseases currently remain difficult or impossible to treat [1–3]. Stem cell technology harbors a unique potential to solve these treatment conundrums and restore patient vision by repairing and/or regenerating damaged retinas [4–7]. However, efficient use of this technology will require a deeper understanding of the molecular mechanisms of retinal neurogenesis. Although significant progress has been made in this field over the past twenty years [8–10], many important questions remain unanswered; in particular, serious attention must be devoted to reconstructing the gene networks that regulate retinal development.

The retina is generated from multipotent progenitor cells that give rise to ganglion cells, amacrine cells, horizontal cells, and cone photoreceptors in the early stages of retinal development, and to rod photoreceptors, bipolar cells, and Müller glia in the late stages of retinal development [8–10]. A continuous supply of retinal progenitor cells (RPCs) is required for the steady production of differentiated neurons and complete retinal development [8–10]. The Notch pathway is an evolutionarily conserved intercellular signaling cascade that prevents differentiation of RPCs into retinal neurons and facilitates RPC proliferation, thereby maintaining a population of undifferentiated RPCs in the developing retinal tissue [8–11]. The classical view of Notch signaling states that in order to prevent differentiation of progenitors into neurons, the Notch receptor has to be activated by a Notch ligand from an adjacent cell [8–11]. Notch activation triggers release and translocation into the nucleus of the Notch protein’s intracellular domain (ICD) [8–11]. In the nucleus, the ICD binds to the Rbpj transcription factor and activates members of the Hes (hairy and enhancer of split) family, such as Hes1 and Hes5 [8–11]. These proteins repress expression of pro-neural transcription factors (activators of neural fate specification) in progenitors, effectively precluding neuronal differentiation [8–11]. Congruently, reduced Notch activation (and the concomitant reduced inhibitory influences of Hes1 and Hes5) permits neuronal-specific gene expression and neuronal differentiation [8–11]. It has become clear more recently, however, that this classical model inadequately describes certain nuances of Notch signaling. Real-time imaging analysis indicates that Notch signaling in progenitor cells is not static, as previously thought, but dynamic (oscillatory) [12–17]. Notch signaling promotes cyclic expression of both repressors and activators of pro-neural fate specification in progenitor cells [12–17]. As a result, the expression of both repressors and activators of pro-neural fate specification was observed in progenitor cells including in RPCs [12–20]. Meanwhile, pro-neural activators are expressed continuously in post-mitotic neurons in which the inhibitory activity of Notch signaling is diminished [12–17].

There are four Notch receptors (Notch1, Notch2, Notch3, and Notch4), all of which play different roles in retinal development. Notch1 and Notch3 are involved in retinal neurogenesis, while Notch4 is primarily expressed in the vasculature, regulating vessel growth in the retina [21–25]. Notch2 expression appears the least important, and is only slightly detectable in developing retinas [26, 27]. Among these four Notch receptors, Notch1 plays the most important role in the developing retina, as Notch1 is essential for the maintenance of an RPC population [8, 21–24]. Notch1 is also required for inhibiting RPC differentiation into cone (early stage) and rod (late stage of retinal differentiation) photoreceptors, since reduction of Notch1 activity in early RPCs leads to cone photoreceptor production and ablation of Notch1 in late RPCs facilitates rod photoreceptor production [8, 21–24]. It has also been demonstrated that Notch1 (as well as Notch3) regulates ganglion cell fate specification in the developing retina [8, 21]. However, the decision-making mechanism that induces Notch1 positive (Notch1^+^) RPCs to differentiate into retinal neurons when Notch1 activity is diminished was not understood. To investigate this mechanism, we studied expression profiles of Notch1 receptor-bearing cells (Notch1^+^ RPCs) isolated from retinas at early and late developmental stages. Since expression of repressors and activators of neuronal differentiation should be present in Notch1^+^ RPCs, we conducted microarray analysis on a population of Notch1^+^ RPCs isolated from developing retinal tissue in order to create an expression profile of these progenitors. We suggested that the expression profile of Notch1^+^ RPCs should contain all genes involved in the Notch1 signaling cascade (Notch1 gene network), including activators which direct Notch1^+^ RPCs to differentiate into photoreceptors or ganglion cells when Notch1 activity is diminished. Our data indicate that Otx2 and Atoh7 function as such activators in Notch1^+^ RPCs.

## Results

### Notch1^+^ cells isolated from E14 and P0 retinas may represent two different populations of RPCs

In our study, we used retinas at embryonic day 14 (E14) and postnatal day 0 (P0) to evaluate changes in Notch1^+^ cells at early and late stages of retinal development. To isolate Notch1^+^ cells we employed an immunomagnetic cell separation approach using monoclonal biotin conjugated anti-Notch1 mouse antibodies and anti-biotin magnetic microbeads. This approach allowed us to isolate intact cells expressing the Notch1 protein at their surface. To confirm the purity, we tested the expression of Notch1 in the positively selected cells. Our data showed that 97–99% of these cells were immunopositive for Notch1 (Fig 1A). Using quantitative RT-PCR, we also evaluated the levels of Notch1 expression in isolated cells compared to expression of Notch1 in whole retinas. Our data indicated significantly higher expression of Notch1 in isolated cells compared to whole retina samples (Fig 1B). To demonstrate specificity of the isolated cells, we attempted to isolate cells from retinas using only the anti-biotin magnetic microbeads (negative control). No cells were detected after this procedure. Overall, immunomagnetic separation proved to be an effective technique for isolating Notch1^+^-specific cells from developing retinas.

**Fig 1:**
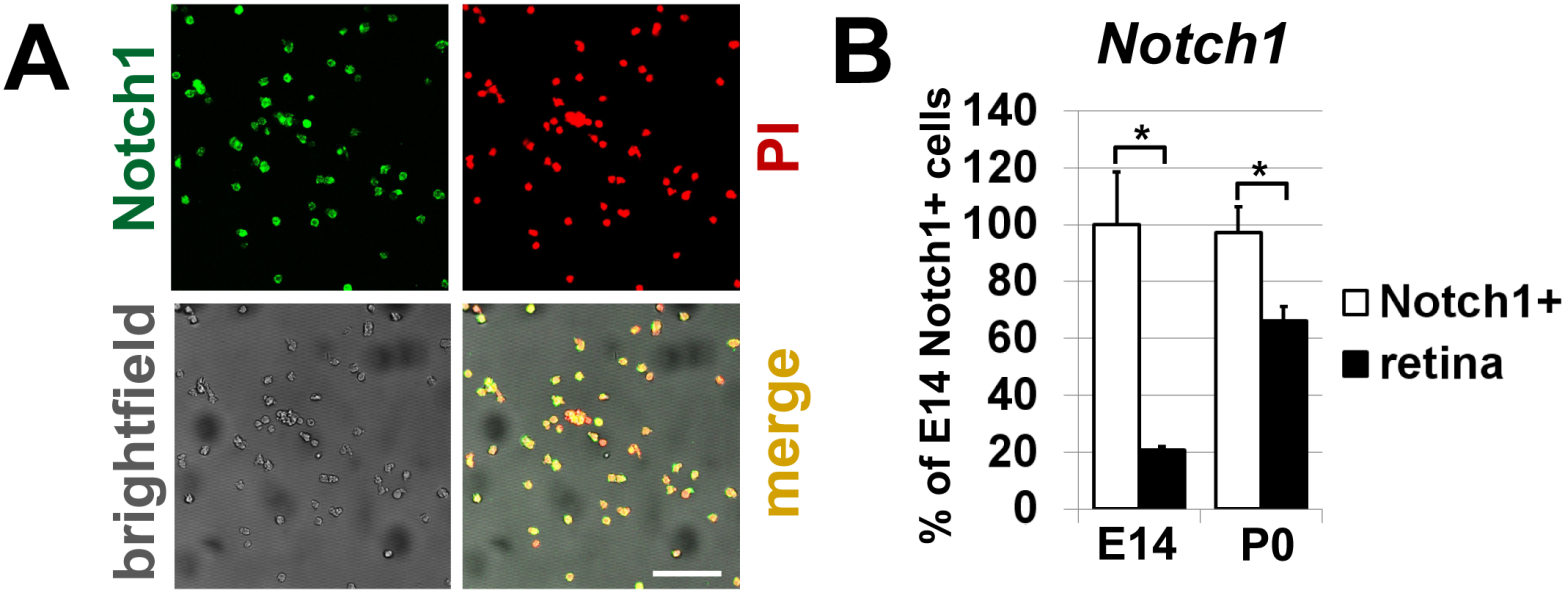
Immunomagnetic separation proved to be an effective method for positive selection of Notch1-specific cells from developing retinas. **A)** The purity of isolated cells was tested using anti-Notch1 antibody (green). Propidium iodide (PI, red) was used to visualize the nucleus of the cell. Bar is 50 μm. **B)** The levels of Notch1 expression in isolated cells were higher compared to expression of Notch1 in whole retinas. Gene expression was measured by qRT-PCR. Results are expressed as a percentage of the corresponding value in the Notch1^+^ cells isolated from embryonic day 14 developing retinas ± SEM (*P < 0.05).

To characterize Notch1^+^ cells isolated from retinas at E14 and P0, we studied gene expression in these cells using Mouse Exonic Evidence Based Oligonucleotide (MEEBO) microarrays, which included 38,083 genes and transcripts. To perform this experiment, RNA from isolated Notch1^+^ cells and whole retinas at E14 and P0 was extracted and used for microarray analysis. 

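Each RNA sample was labeled with biotin as complementary RNA and hybridized alone to 1 array, which was stained with a single dye. There were 14 arrays, from 3 samples of E14 Notch1+ cells, 3 of E14 whole retina, 4 of P0 Notch1+ cells and 4 of P0 whole retina, which the paper describes as independent biological replicates. Each array held 38880 spots, of which 34312 were probes for mouse genes and 4568 were controls or other sequences. A gene symbol could be given to 23662 of the mouse probes, covering 16159 genes. A probe was taken as above background where its median foreground exceeded the median local background by more than 2 SDs of the background. The number of such probes was 9332 to 10648 per array in E14 Notch1+ cells (median 10290), 10609 to 11975 in E14 whole retina (median 11315), 9764 to 10718 in P0 Notch1+ cells (median 10507) and 11345 to 13547 in P0 whole retina (median 12265). The scanner files the authors deposited hold the raw intensity of each spot and of its local background. The value table the authors deposited with them holds log2 values made by subtracting the background, setting values under 1 to 1 and multiplying each array by 1 factor. The values reported here were computed again from the scanner files, with normexp background correction (offset 50), quantile normalization across the 14 arrays and log2, leaving out spots marked as bad. The 13683 probes above background on at least 3 arrays were tested with limma, in 1 model with the means of the 4 groups, and a probe was called at an adjusted p under 0.05 (Benjamini-Hochberg over all tested probes). A log2 fold change is given with its SE from that model, and an intensity as the mean of the normalized linear values ± SD. Where no array of a group was above background, the fold is a lower bound, computed against the lowest value above background on the same arrays. Of the 14 arrays, 10 carry a mark that they were dipped again after staining, and a model with that mark as a covariate was chosen only after the data had been seen. The 6 E14 arrays were scanned on 1 day, and the P0 Notch1+ arrays and the P0 whole retina arrays each on a day of their own. Scan day and group therefore cannot be told apart in the comparison at P0 or in the comparisons between stages, while the comparison at E14 lies within 1 day. The number of arrays limits the precision of every value.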

We processed individual samples that each contained 200,000–500,000 Notch1^+^ cells. A total of three independent biological replicates in the early stage (E14) of retinal development and four independent biological replicates in the late stage (P0) of retinal development were obtained for comparative profiling of isolated Notch1^+^ cells and whole retinas. The results of our microarray analysis indicated that a total of 6301 genes passed the quality control criteria and One-Way ANOVA test (*F* > *Fcrit*. = 3.708) to identify genes that are regulated differently between the four studied groups (E14 Notch1^+^, E14 Retina, P0 Notch1^+^, and P0 Retina—see S1 Table and Table 1). 

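Sncg and Dcx were lower in Notch1+ cells than in whole retina at both stages. Sncg, which encodes gamma-synuclein and marks ganglion cells, had an intensity of 424 ± 206 (SD, n = 3) in E14 Notch1+ cells and 8721 ± 2487 (SD, n = 3) in E14 whole retina, a log2 fold change of -4.44 (SE 0.36, adjusted p = 3.49e-05). At P0 it was above background on no array of Notch1+ cells and was at least 31.8-fold lower there than in whole retina (adjusted p = 3.06e-07). Dcx, which encodes the microtubule-associated protein doublecortin of migrating young neurons, had log2 fold changes of -4.01 (SE 0.40, adjusted p = 0.000135) at E14 and -4.12 (SE 0.35, adjusted p = 6.1e-06) at P0. Miat, a long non-coding RNA, was higher in Notch1+ cells, by 2.53 (SE 0.50, adjusted p = 0.00908) on the log2 scale at E14 and 2.87 (SE 0.43, adjusted p = 0.000491) at P0. Of the 13683 tested probes, 4697 differed among the 4 groups (limma's F-test, adjusted p under 0.05). At E14, 365 probes were higher and 443 lower in Notch1+ cells, and 805 of these 808 had no overlap between the arrays of the 2 groups, as had 3508 of all tested probes, where chance alone would leave 10%. At P0, 1227 were higher and 1467 lower, with no overlap for 2352 of the 2694 and for 3223 of all tested probes (chance 2.86%), and with the re-dip mark as a covariate (chosen after seeing the data) the P0 counts fell to 521 higher and 710 lower. Between E14 and P0 whole retina, 904 were higher at E14 and 1050 lower, with no overlap for 1893 of the 1954 and 3997 of all tested probes (chance 5.71%). A model of the 6 E14 arrays alone, all of 1 scan day, called 153 higher and 263 lower. The direction of the P0 calls depended on the scaling: 2126 higher and 1469 lower with each array set to 1 median, which moved the median of all probes by 0.13 (log2), 3953 higher and 1042 lower with 1 common 75th percentile (shift 0.33) and 780 higher and 2273 lower with the authors' value table (shift -0.19). At E14 the 75th percentile gave 474 higher and 383 lower (shift 0.11) and the authors' value table 674 lower. Without the filter on dim probes the counts were 817 higher and 923 lower at E14, 2035 higher and 2414 lower at P0 and 2185 higher and 1931 lower between whole retinas, and 10107 among the 4 groups. Single arrays moved the E14 counts, to 200 higher and 271 lower without E14 Notch1+ replicate 1, 264 lower without E14 Retina replicate 1, 188 higher and 277 lower without E14 Retina replicate 2, and 175 higher and 261 lower without E14 Retina replicate 3. The counts between whole retinas fell to 541 and 677, 538 and 688, and 553 and 677 without E14 Retina replicates 1, 2 and 3, respectively.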

The changes in gene expression detected by microarrays were confirmed by quantitative RT-PCR for the group of genes that includes Notch1 (Figs 1 and 2, Table 1).

**Fig 2:**
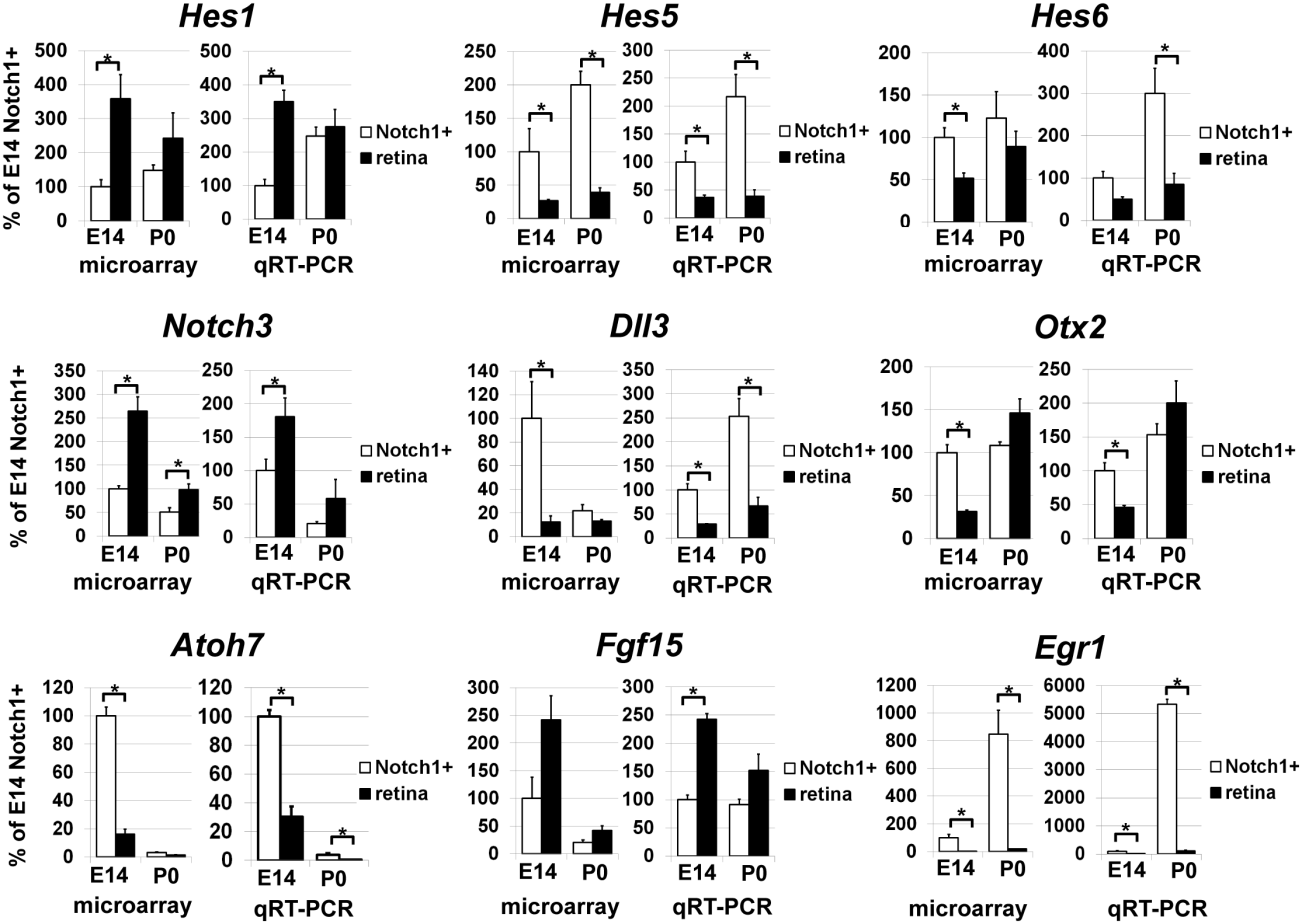
Differential gene expression was confirmed by qRT-PCR and demonstrated a consistent correlation with microarray data for a group of selected genes. For each gene, results are expressed as percentages ± SEM of the corresponding values in the Notch1^+^ cells isolated from E14 developing retinas (*P < 0.05).

**Table 1:** Functional annotation for the selected genes revealed by One-Way ANOVA.

		signal intensity E14		signal intensity P0		
Gene	*F*	Notch1+	Retina	Notch1+	Retina	Function
*Atf4*	12.9	5686	2795	2367	3653	transcription factor
*Atoh7*	224.1	34524	5546	1037	485	transcription factor
*Brd7*	9.1	1910	634	1804	854	transcription factor
*Chd7*	15.1	17538	8562	8924	7359	transcription co-factor
*Dll1*	4.1	1365	528	2147	874	Notch signaling
*Dll3*	8.8	2815	348	620	371	Notch signaling
*Dll4*	2.5	540	320	636	205	Notch signaling
*Fgf15*	15.1	18004.2	43486.8	3703.9	7598	embryonic development
*Foxm1*	12.2	2418	1303	1519	1214	transcription factor
*Gadd45a*	25.6	22064	8374	4094	4019	maintains genomic stability
*Hes1*	3.9	1062	3807	1574	2573	transcription factor
*Hes5*	17.9	4074	832	6203	1213	transcription factor
*Notch1*	7.6	28131	9360	27451	15025	Notch signaling
*Notch3*	33.3	786	2081	401	770	Notch signaling
*Notch4*	6.8	238	169	103	146	Notch signaling
*Otx2*	19.8	25621	7996	27791	37445	transcription factor
*Rcor2*	18.5	4398	1841	2793	1584	transcription factor
*Sox11*	37.7	17303	12444	6527	5335	transcription factor
*Sox8*	11.4	100	301	1719	1532	transcription factor
*Taf5l*	7.6	3447	1372	1311	1885	transcription co-factor

Previously published data has demonstrated that there is a group of genes (predominantly transcription factors) that defines the competence as well as the specification and differentiation of RPCs into retinal neuronal cell types. For example, during embryonic retinal neurogenesis, Atoh7-expressing cells (Atoh7 lineage) preferentially differentiate into ganglion cells [8]. Meanwhile, Foxn4-expressing cells (Foxn4 lineage) give rise to amacrine and horizontal cells [8]. Otx2-expressing cells (Otx2 lineage) in early stages of retinal development differentiate predominantly into cone photoreceptors, while Otx2-expressing cells in late stages of retinal development differentiate predominantly into rod photoreceptors and bipolar cells [8, 28]. In light of these observations, we investigated whether Notch1^+^ cells represent a unique RPC lineage or if Notch1 signaling simply modulates differentiation potential in different RPC lineages. If Notch1^+^ cells do in fact represent a unique RPC lineage, they would not be expected to demonstrate significant changes in the expression of genes that regulate different specification or differentiation fates at E14 and P0. To answer this question of lineage, we examined changes in gene expression in Notch1^+^ cells isolated from E14 and P0 retinas. Using a Student's T-test and twofold cut-off level, we identified 1,185 genes that were preferentially expressed in the E14 Notch1^+^ cells and 740 genes preferentially expressed in the P0 Notch1^+^ cells (S2 Table). These findings suggested that Notch1^+^ cells at E14 and P0 may comprise two distinct cell populations. 

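Gal, Mdk and Eya2 were higher in E14 than in P0 Notch1+ cells, and Nfix, Crym, Sox8 and Nrl were lower. Gal, which encodes the neuropeptide galanin, had an intensity of 3499 ± 1161 (SD, n = 3) at E14 and was above background on no P0 Notch1+ array, a difference of at least 22.3-fold (adjusted p = 7.4e-07 from limma). Mdk, which encodes the growth factor midkine, fell from 18569 ± 10667 (SD, n = 3) at E14 to 2376 ± 1107 (SD, n = 4) at P0 (log2 fold change 2.86, adjusted p = 0.00408), a change of 3.45 without E14 Notch1+ replicate 3. Eya2, a transcriptional coactivator of eye development, was at least 6.18-fold higher at E14 (adjusted p = 1.38e-05). In the other direction, Nfix, a nuclear factor I gene of late progenitors, was above background on no E14 Notch1+ array and had an intensity of 3335 ± 947 (SD, n = 4) at P0, at least 22.4-fold higher (adjusted p = 8e-09). Crym, which encodes a thyroid hormone binding protein, and Sox8, a transcription factor of glia, had log2 fold changes of E14 over P0 of -4.70 (SE 0.31, adjusted p = 1.26e-06) and -3.61 (SE 0.32, adjusted p = 2.06e-05). Nrl, the transcription factor required for rods, had -3.32 (SE 0.42, adjusted p = 0.00042). In all, 708 probes were higher in E14 Notch1+ cells and 810 in P0 Notch1+ cells, and the arrays of the 2 groups did not overlap for 1448 of these 1518, against 3303 of all tested probes, where chance would leave 5.71%. Of the 1185 probes that the paper's S2 Table lists as higher at E14, 1061 were tested, all 1061 were higher at E14 by sign, and 599 were called. Of its 740 probes higher at P0, 569 were tested, all had the same sign here, and 455 were called, although the table was drawn from these same arrays and is not independent evidence. The split of the calls moved to 376 higher and 1150 lower with 1 common 75th percentile (median of all probes shifted by -0.18, log2) and to 1188 higher and 782 lower with the authors' value table (shift 0.17), and it fell to 411 and 485 without E14 Notch1+ replicate 1, to 375 and 404 without E14 Notch1+ replicate 2, to 435 higher at E14 without P0 Notch1+ replicate 4, and to 352 higher and 426 lower with the compared groups alone in the model, and rose to 2302 higher and 2142 lower without the filter on dim probes.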

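Factors of early and of late progenitors, 2 lists fixed before the data were examined, differed in opposite directions between E14 and P0 in Notch1+ cells and in whole retina alike. Of the 20 tested factors of early progenitors, such as Foxp1 and Pou2f2, 11 were higher and 0 lower in E14 than in P0 Notch1+ cells (12 and 0 when adjusted over the list alone, median log2 fold change 1.05, camera adjusted p = 3.24e-07, and adjusted p = 0.0110 with an estimated correlation). Foxp1 and Pou2f2, a forkhead and a POU transcription factor, had log2 fold changes of 2.11 (SE 0.39, adjusted p = 0.00439) and 1.86 (SE 0.22, adjusted p = 0.000192). Of the 16 tested factors of late progenitors, 0 were higher and 9 lower in E14 Notch1+ cells (0 and 9 when adjusted over the list alone, median log2 fold change -1.24, camera adjusted p = 1.07e-08, and adjusted p = 0.00362 with an estimated correlation). Nfia, a nuclear factor I gene, was at least 5.97-fold higher in P0 than in E14 Notch1+ cells (adjusted p = 2.31e-07). Between E14 and P0 whole retinas the same lists gave 8 of the early factors higher at E14 and 0 lower (13 and 1 when adjusted over the list alone, median log2 fold change 1.31, camera adjusted p = 5.12e-07, and adjusted p = 0.0117 with an estimated correlation), and 0 of the late factors higher and 9 lower (0 and 9 when adjusted over the list alone, median log2 fold change -1.14, camera adjusted p = 1.16e-06, and adjusted p = 0.00785 with an estimated correlation).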

To verify this observation, we performed hierarchical clustering of differentially expressed genes. 

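Sfrp2, a secreted antagonist of Wnt signaling made by early progenitors, was higher at E14 than at P0 in both populations, with log2 fold changes of 2.06 (SE 0.36, adjusted p = 0.00334) between Notch1+ cells and 4.57 (SE 0.36, adjusted p = 4.83e-06) between whole retinas. Gal, the gene of the neuropeptide galanin, also had a log2 fold change of 3.51 (SE 0.29, adjusted p = 8.57e-06) of E14 over P0 whole retina. Over the 4693 called probes with a value on every array, log2 values were centered by probe on the median, as in the methods. The correlation between an E14 Notch1+ array and an E14 whole retina array was then 0.160 ± 0.0539 (SD over 9 pairs of arrays), and that between an E14 and a P0 Notch1+ array was -0.0160 ± 0.0546 (12 pairs). Arrays of the E14 Notch1+ group had a mean correlation of 0.674 with each other. The correlations are across probes, which are not independent replicates, and the E14 arrays also share a scan day.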

Our data indicated that gene expression profiles of E14 Notch1^+^ cells shared more similarities with gene expression profiles of E14 whole retinas than with the gene expression profiles of P0 Notch1^+^ cells. By the same token, expression profiles of P0 Notch1^+^ cells were more similar to expression profiles of P0 whole retinas than to expression profiles of E14 Notch1^+^ cells (Fig 3). Thus, Notch1 activity may not be restricted to one type of RPC, but may instead modulate the differentiation status of different types of RPCs, depending on their respective stages of retinal development.

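Crym and Nfix, genes of late retinal stages, were raised in P0 whole retina as well as in P0 Notch1+ cells. Crym had a log2 fold change of -3.70 (SE 0.31, adjusted p = 9.32e-06) in E14 over P0 whole retina, and Nfix was at least 20.5-fold higher in P0 than in E14 whole retina (adjusted p = 4.68e-08). The correlation between a P0 Notch1+ array and a P0 whole retina array was -0.246 ± 0.0673 (SD over 16 pairs of arrays), below that between P0 and E14 Notch1+ arrays, and that between E14 and P0 whole retina arrays was -0.0276 ± 0.0782 (12 pairs). All of these pairs lie across scan days, so day and group cannot be told apart in them. Centering each probe over the 14 arrays also lowers the correlations between groups. With centered correlation and average linkage, the arrays of each group formed 1 cluster. The clusters of E14 Notch1+ cells and E14 whole retina joined each other first, at a height (1 - correlation) of 0.840. P0 whole retina joined that pair at 1.235 and P0 Notch1+ cells joined last, at 1.248, so that 6 of the 14 arrays, those of E14, had the group of the same stage as nearest partner. With complete linkage, with Spearman correlation and with the authors' value table, this held for 14 of the 14 arrays, and without P0 Retina replicate 1 for 13 of the 13.

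**Figure D1:**
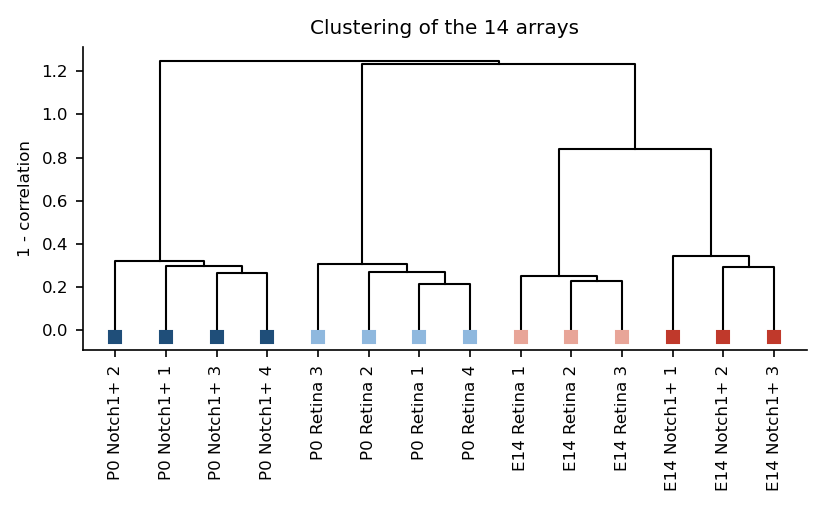
Tree of the 14 arrays from average linkage on centered correlation over the 4693 called probes, with the height of each join (1 - correlation) on the vertical axis and the arrays of E14 Notch1+ cells, E14 Retina, P0 Notch1+ cells and P0 Retina along the horizontal axis. Each group forms 1 branch, the E14 groups join at 0.840, and the P0 groups join at 1.235 and 1.248.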

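The difference between Notch1+ cells and whole retina was shared by the stages for many genes and differed between them for others. Of the probes called at both stages, 162 were higher and 277 lower in Notch1+ cells at both (32.7 and 47.5 would be shared by independent calls), and 20 went in opposite directions. Thy1, a surface protein of ganglion cells, was above background only in P0 whole retina, where it was at least 8.51-fold higher than in P0 Notch1+ cells and at least 9.09-fold higher than in E14 whole retina (adjusted p = 6.1e-06 and 8.57e-06). Klf4, a Krüppel-like transcription factor, was at least 5.06-fold higher in Notch1+ cells at E14 (adjusted p = 3.39e-06) and above background in neither group at P0, so that the size of its change between the stages is not known. Gcnt1, a glycosyltransferase, was higher in Notch1+ cells at P0, with an intensity of 2428 ± 620.0 (SD, n = 4) against 208 ± 20.0 (SD, n = 4) in whole retina, and its difference was -3.38 (SE 0.35, adjusted p = 0.000401) at E14 relative to P0. Of the lists fixed before the data were examined, amacrine and horizontal cell genes, cone genes and rod and photoreceptor genes were relatively higher in Notch1+ cells at E14, with median differences of 1.08 (camera adjusted p = 0.000221, and adjusted p = 0.0305 with an estimated correlation), 0.86 (camera adjusted p = 0.000129, and adjusted p = 0.0476 with an estimated correlation) and 1.48 (camera adjusted p = 5.88e-11, and adjusted p = 0.0216 with an estimated correlation), and with the authors' value table the cone genes turned (adjusted p = 0.889, range over all settings 2.81e-06 to 0.889). Of their tested genes 3 of 19, 4 of 10 and 11 of 22 were above background on no E14 array, so that their part of the difference restates the P0 difference. In all, 338 probes differed between the stages, 208 relatively higher and 130 lower at E14, and across all tested probes the log2 fold changes of the 2 stages had a correlation of 0.410, without E14 Notch1+ replicate 3 0.339. The split was 154 higher and 258 lower with 1 common 75th percentile (shift -0.21) and 332 higher and 95 lower with the authors' value table (shift 0.16), and the total fell to 177, 165, 135, 169, 135, 224 and 199 without E14 Notch1+ replicate 1, E14 Notch1+ replicate 2, E14 Retina replicate 1, E14 Retina replicate 2, E14 Retina replicate 3, P0 Notch1+ replicate 3 and P0 Notch1+ replicate 4. It was 586 without the filter on dim probes and 194 with the re-dip mark as a covariate (chosen after seeing the data). With replicate number as a block, 38 were relatively higher and 21 lower at E14.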

**Fig 3:**
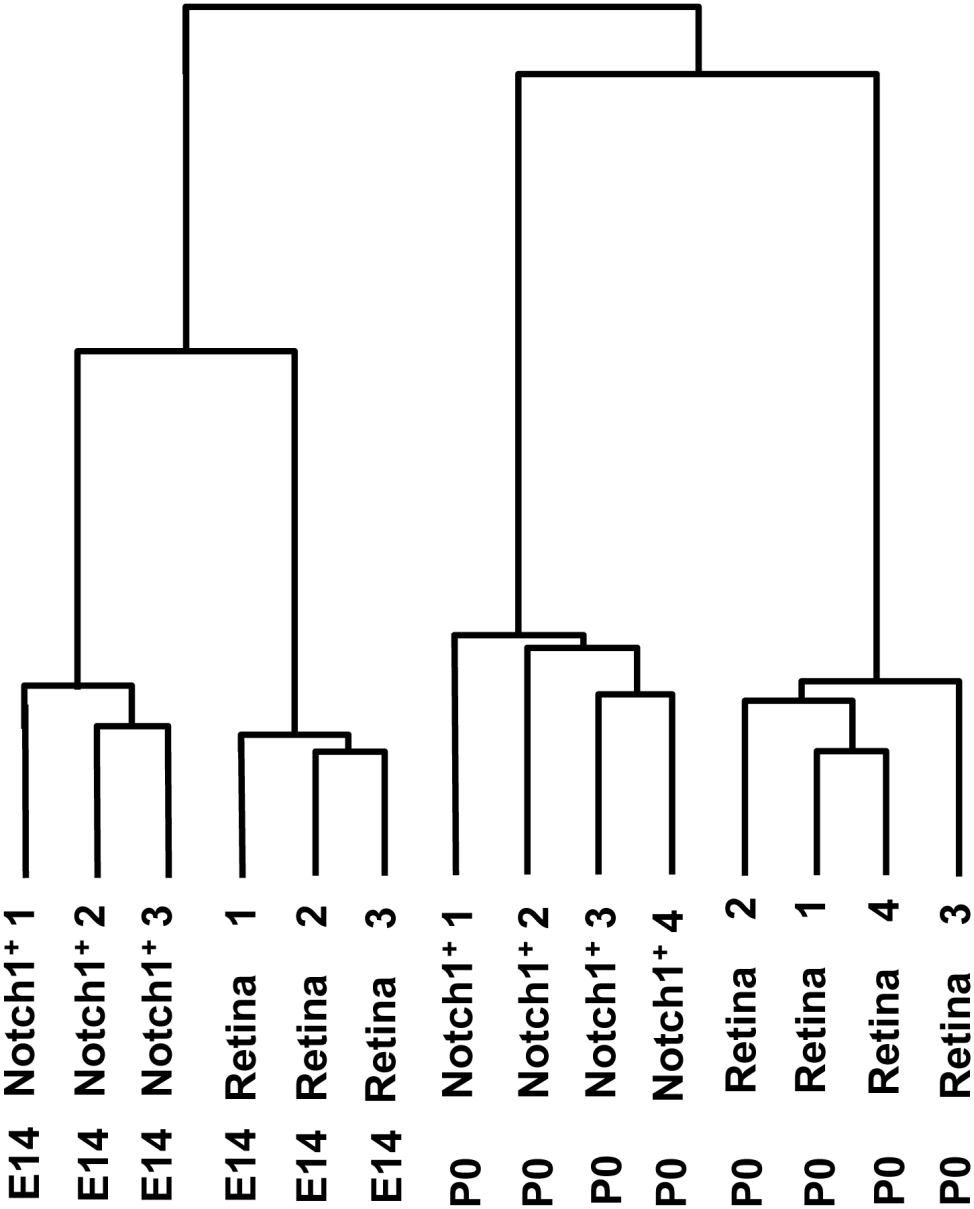
Hierarchical clustering of 6,301 differentially expressed genes showed that Notch1^+^ cells grouped near the same developmental stage retina cluster. Cluster analysis (hierarchical clustering) was performed using Gene Cluster 3.0 software.

### High levels of Otx2 and Atoh7 expression suggest that Notch1^+^ RPCs are predisposed to differentiate into photoreceptors and ganglion cells

As we noted in our “Introduction” section, the expression profile of Notch1^+^ RPCs should contain all genes involved in the Notch1 signaling cascade (Notch1 gene network), including those genes encoding repressors and activators of neuronal differentiation. To properly situate Notch1 signaling within a “coordinate system” of the complex gene network of retinal neurogenesis, we took Notch1^+^ cells at early and late stages of retinal development and tested if they expressed any markers characteristically expressed by RPCs, precursor cells, immature retinal neurons, and mature retinal neurons. The list of retinal cell type markers was obtained from LifeMap Discovery and The Stem Cell Research Database (http://discovery.lifemapsc.com). 

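The markers of early progenitors that the paper took from an outside database were not raised as a group in E14 Notch1+ cells. Six6, a homeobox factor of the eye field, had an intensity of 5264 ± 74.9 (SD, n = 3) in E14 Notch1+ cells, and Cdc25b, a phosphatase that lets cells enter mitosis, had 290.2 ± 38.8 (SD, n = 3). Six3, another homeobox factor of the eye field, had 234 ± 39.9 (SD, n = 3). Of the 21 tested markers of early progenitors, 2 were higher and 0 lower in E14 Notch1+ cells than in E14 whole retina (2 and 1 when adjusted over the list alone, median log2 fold change -0.25, camera adjusted p = 0.419).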

First, we found high expression levels of all key early RPC markers at E14 (S3 Table and Table 2). Many of them (such as Bmpr1a/ALK3, Cdc25b, Pax6, Ptch1, Six3) were more highly expressed in Notch1^+^ cells than in whole retina samples. However, expression of only two proteins (Notch1 and Hes5) was significantly up-regulated in Notch1^+^ cells compared to whole retina samples at E14. 

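None of these 5 genes differed between E14 Notch1+ cells and E14 whole retina at the threshold used. Bmpr1a, a receptor for bone morphogenetic proteins, had a log2 fold change of 0.55 (SE 0.35, adjusted p = 0.452), and Cdc25b had 0.53 (SE 0.18, adjusted p = 0.11). Ptch1, the receptor for Sonic hedgehog, had 0.54 (SE 0.52, adjusted p = 0.659) and Six3 0.41 (SE 0.22, adjusted p = 0.356). For Pax6, the homeobox factor that keeps retinal progenitors multipotent, the probe used here had -0.91 (SE 0.32, adjusted p = 0.126) and a second probe 0.36 (adjusted p = 0.582). With 3 arrays in each group, a missed threshold does not show that a gene is equal in the 2 populations.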

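Notch1, the receptor used to isolate the cells, had an intensity of 25617 ± 5598 (SD, n = 3) in E14 Notch1+ cells and 9137 ± 2028 (SD, n = 3) in E14 whole retina, a log2 fold change of 1.49 (SE 0.33, adjusted p = 0.0174). Hes5, which encodes a repressor of neurogenic genes that Notch signaling activates directly, had 5318 ± 4199 (SD, n = 3) and 844 ± 103 (SD, n = 3), a log2 fold change of 2.34 (SE 0.46, adjusted p = 0.00878), and 1.72 without E14 Notch1+ replicate 1. Notch1 lies on chromosome 2 of GRCm38 from 26457902 to 26503822 (probe mMC013827) and Hes5 on chromosome 4 of GRCm38 from 154960626 to 154962372 (probe mMC016217). The call of Notch1 was lost without E14 Notch1+ replicate 2 or E14 Retina replicate 2 or 3, adjusted p from 0.0643 to 0.0816 (range over all settings 0.00426 to 0.0816). The call of Hes5 was lost with the compared groups alone in the model, adjusted p = 0.0866 (range over all settings 0.00221 to 0.0866).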

Meanwhile, expression of other RPC markers (including Bmpr1b/ALK6, Fgf15, Vsx2/Chx10, Hes1, Six6, and Sox2) was up-regulated in E14 whole retinas (S3 Table and Table 2). 

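Fgf15, Hes1, Six6, Bmpr1b and Sox2 did not pass the threshold at E14 on the probe used here, although each was below whole retina in value. Fgf15, a growth factor of early progenitors, had a log2 fold change of -1.33 (SE 0.49, adjusted p = 0.144), and Hes1, a Notch target that holds cells undifferentiated, had -1.03 (SE 0.62, adjusted p = 0.412). Six6 had -0.65 (SE 0.19, adjusted p = 0.0662) and Bmpr1b, a second receptor for bone morphogenetic proteins, -0.47 (SE 0.28, adjusted p = 0.417). Sox2, which maintains neural stem cells, had -1.06 (SE 0.47, adjusted p = 0.238) on one probe and -1.80 (adjusted p = 0.0364) on another. Sfrp2, another gene of early progenitors, was lower in E14 Notch1+ cells, with -2.21 (SE 0.38, adjusted p = 0.00425). A call of Fgf15 was made without E14 Notch1+ replicate 3, adjusted p = 0.0478 (range over all settings 0.0478 to 0.351). A call of Six6 was made with cyclic loess, adjusted p = 0.047, and without the filter on dim probes, adjusted p = 0.0373, and without E14 Retina replicate 3, adjusted p = 0.0396 (range over all settings 0.0373 to 0.228).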

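Notch1, the receptor on which the cells were selected, had an intensity of 33124 ± 14521 (SD, n = 4) in P0 Notch1+ cells and 11709.6 ± 1349 (SD, n = 4) in P0 whole retina, a log2 fold change of 1.39 (SE 0.29, adjusted p = 0.00422). Between E14 and P0, its log2 fold change was -0.28 (SE 0.31, adjusted p = 0.608) in Notch1+ cells and -0.37 (SE 0.31, adjusted p = 0.466) in whole retina, neither past the threshold. At P0 the call of Notch1 was lost with median scaling, with the authors' value table and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.106 to 0.256 (range over all settings 0.000429 to 0.256). Probes of different genes bind with different strength, so each gene is compared here only with itself.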

Importantly, Notch1 expression was higher compared to expression of other RPCs markers (Table 2). It should also be noted that Hes5 expression was higher than Hes1 expression (Table 2). 

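Hes5 had an intensity of 8207 ± 2107 (SD, n = 4) in P0 Notch1+ cells and 1164 ± 359.6 (SD, n = 4) in P0 whole retina, and its log2 fold change of E14 over P0 Notch1+ cells was -0.92 (SE 0.43, adjusted p = 0.19). Hes1 had 1302 ± 670.3 (SD, n = 3) in E14 Notch1+ cells, 2847 ± 1818 (SD, n = 3) in E14 whole retina, 2278 ± 923 (SD, n = 4) in P0 Notch1+ cells and 2257 ± 1567 (SD, n = 4) in P0 whole retina. Its log2 fold change of E14 over P0 Notch1+ cells was -0.86 (SE 0.58, adjusted p = 0.359). A call of Hes5 between the stages was made without E14 Notch1+ replicate 1, adjusted p = 0.0223 (range over all settings 0.0223 to 0.63). The order of the 2 genes was not tested, because their probes are not on a common scale.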

We observed a similar expression pattern of late RPC markers in Notch1^+^ cells in late stages of retinal development (S3 Table and Table 2). 

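Single progenitor genes differed at P0 in both directions. Bmpr1a was higher in P0 Notch1+ cells, with a log2 fold change of 1.56 (SE 0.31, adjusted p = 0.00303) on one probe and 0.23 (adjusted p = 0.473) on a second, and Cdc25b was higher with 0.77 (SE 0.16, adjusted p = 0.00384). Six6 was lower, with -0.69 (SE 0.17, adjusted p = 0.0102), and Hey2, a repressor downstream of Notch, was lower with -0.85 (SE 0.14, adjusted p = 0.000756). Sox2 had -1.01 (SE 0.41, adjusted p = 0.102). Pax6 had -0.33 (SE 0.28, adjusted p = 0.455) on one probe and 0.77 (adjusted p = 0.0508) on the second. Of the 18 tested markers of late progenitors, 3 were higher and 2 lower in P0 Notch1+ cells (3 and 3 when adjusted over the list alone, median 0.03, camera adjusted p = 0.785). The call of Cdc25b was lost with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.0757 (range over all settings 0.00155 to 0.0757), and that of Six6 was lost with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.0889 (range over all settings 0.000429 to 0.0889). A call of Sox2 was made with the authors' value table, adjusted p = 0.0266, and without P0 Retina replicate 2, adjusted p = 0.0101 (range over all settings 0.0101 to 0.266).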

We also analyzed expression of Notch1 ligands such as Dll1, Dll3, and Dll4. We found that all of these Notch1 ligands were expressed in Notch1^+^ cells at E14 and P0, and that their levels were higher in Notch1^+^ cells than in whole retina samples (Table 1). However, Notch1^+^ cells at E14 expressed higher levels of Dll3 than of Dll1 and Dll4, while Notch1^+^ cells at P0 expressed higher levels of Dll1 than of Dll3 or Dll4 (Table 1). These data suggest that the role of Dll3 in the Notch1 signaling cascade is most significant at E14, while Dll1 plays a more important role in Notch1 signaling at P0.

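Dll3 was called higher in Notch1+ cells at E14, and Dll1 and Dll4 were called at P0. Dll3, a Delta-like protein that acts within the cell that makes it, was higher at E14, with a log2 fold change of 2.82 (SE 0.46, adjusted p = 0.00304), and had 0.91 (SE 0.40, adjusted p = 0.13) at P0. Dll1, the Delta-like ligand of young neurogenic cells, had 1.06 (SE 0.55, adjusted p = 0.324) at E14 and was higher at P0, with 1.80 (SE 0.48, adjusted p = 0.0171). Dll4, a Delta-like ligand controlled by Foxn4 in the retina, had 0.77 (SE 0.52, adjusted p = 0.477) at E14 and was higher at P0, with 1.73 (SE 0.45, adjusted p = 0.0156). The call of Dll1 was lost with the authors' value table, adjusted p = 0.0576, and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.175 (range over all settings 0.00804 to 0.175). The call of Dll4 was lost with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.0707 (range over all settings 0.00684 to 0.0707).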

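Dll3 was higher in E14 than in P0 Notch1+ cells, with intensities of 2728 ± 1506 (SD, n = 3) and 823 ± 378 (SD, n = 4) and a log2 fold change of 1.70 (SE 0.43, adjusted p = 0.0233). In whole retina it had 380.2 ± 207 (SD, n = 3) at E14 and 407 ± 58.8 (SD, n = 4) at P0. Dll1 had 1349 ± 835 (SD, n = 3) in E14 and 2703 ± 834 (SD, n = 4) in P0 Notch1+ cells, a log2 fold change of -1.18 (SE 0.51, adjusted p = 0.159). Dll4 had a log2 fold change of -0.58 (SE 0.48, adjusted p = 0.477). The call of Dll3 between the stages was lost with the compared groups alone in the model, adjusted p = 0.0712, and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.0681, and without E14 Notch1+ replicate 1 or 2 or P0 Notch1+ replicate 1 or 3, adjusted p from 0.0557 to 0.101 (range over all settings 0.00738 to 0.101). The levels of different ligands were not set against each other, since each probe has its own strength of hybridization.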

**Table 2:** The expression of retinal cell markers in Notch1^+^ progenitor cells and in whole retina samples at E14 and P0.

Gene	signal intensity E14		signal intensity P0		Notch1+: Retina E14		Notch1+: Retina P0		Retinal cell lineages	
	Notch1+	Retina	Notch1+	Retina	Ratio	p-value	Ratio	p-value	early	late
*Bmpr1a*	1953	1192	1771	756	1.63	0.289	2.34	0.007	RPC	
*Hes1*	1062	3807	1574	2573	0.27	0.025	0.61	0.262	RPC	RPC, MG
*Hes5*	4074	832	6203	1213	4.89	0.048	5.11	0.0002	RPC	RPC, MG
*Notch1*	28131	9360	27451	15025	3.01	0.007	1.82	0.044	RPC	RPC
*Pax6*	1858	1422	1276	1013	1.31	0.452	1.25	0.272	RPC, RGC, AC, HC	RPC, AC
*Atoh7*	34524	5546	1037	485	6.22	0.0003	2.13	0.052	RGC	
*Dlx1*	4193	1648	265	379	2.54	0.001	0.69	0.182	RGC	
*Dlx2*	3253	1700	868	982	1.91	0.106	0.88	0.231	RGC, AC, HC	
*Ebf2*	503	116	119	106	4.31	0.031	1.12	0.498	RGC	BC
*Ebf1*	315	3003	54	774	0.11	0.001	0.07	0.009	RGC, AC, BC	AC, BC
*Isl1*	824	4370	66	707	0.18	0.016	0.09	0.028	RGC, AC	BC
*Isl2*	331	271	59	565	1.22	0.657	0.10	0.006	RGC	
*Foxn4*	1068	640	1411	897	1.66	0.284	1.57	0.149	AC, HC	AC
*Bhlhe22*	1333	379	648	894	3.51	0.045	0.72	0.381	AC	BC
*Neurog2*	330	444	949	161	0.74	0.226	5.86	0.202	AC	BC
*Otx2*	25621	7996	27791	37445	3.21	0.001	0.74	0.065	Cone	Rod, BC
*Nr1d1*	199	50	313	102	3.93	0.0001	3.05	0.023		Rod
*Ascl1*	1460	902	3218	3570	1.61	0.152	0.90	0.741		Rod, BC
*Crx*	596	309	396	1590	1.93	0.188	0.24	0.052	Cone,	Rod, BC
*Six6*	5611	8672	3714	9137	0.64	0.042	0.41	0.0004	RPC	RPC
*Vsx2*	3783	6825	3306	6343	0.55	0.131	0.52	0.074	RPC	RPC, BC
*Sox2*	485	1112	264	873	0.43	0.048	0.30	0.051	RPC, AC	RPC, MG
*Sox9*	2285	3049	1601	3415	0.74	0.560	0.46	0.035	RPC	RPC, MG

(RPC—retinal progenitor cells, RGC—retinal ganglion cells, AC—amacrine cells, HC—horizontal cells, BC—bipolar cells, MG—Muller glia)

Next we analyzed the expression of markers of the precursor, immature, and mature stage of each cell type in Notch1^+^ cells at early and late stages of retinal development (S3 Table). 

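Genes of ganglion cell differentiation were lower in Notch1+ cells than in whole retina at both stages. Mapt, which encodes the axonal protein tau, had log2 fold changes of -3.52 (SE 0.41, adjusted p = 0.000325) at E14 and -3.36 (SE 0.35, adjusted p = 3.19e-05) at P0. Calb2, which encodes calretinin, and Tfap2a, an amacrine transcription factor, were lower at P0 with -3.91 (SE 0.37, adjusted p = 1.54e-05) and -2.61 (SE 0.19, adjusted p = 1.9e-06), and Gad1, which encodes the enzyme that makes GABA in amacrine cells, was at least 4.25-fold lower (adjusted p = 3.06e-07). Of 28 tested genes of ganglion cell differentiation, 17 were lower and 0 higher at E14 (21 and 0 when adjusted over the list alone, median -1.41, camera adjusted p = 3.16e-18, with an estimated correlation adjusted p = 0.0161) and 21 and 0 at P0 (23 and 0 when adjusted over the list alone, median -1.43, camera adjusted p = 8.63e-13, with an estimated correlation adjusted p = 0.0309). Of 19 tested genes of amacrine and horizontal cells, 2 were higher and 3 lower at E14 (3 and 7 when adjusted over the list alone, median -0.33, camera adjusted p = 0.0492, with an estimated correlation adjusted p = 0.159) and 0 and 10 at P0 (1 and 11 when adjusted over the list alone, median -0.68, camera adjusted p = 3.87e-06, with an estimated correlation adjusted p = 0.0151). In the outside database, markers of mature ganglion cells were lower at both stages (median -0.90, camera adjusted p = 5.10e-07, with an estimated correlation adjusted p = 0.0462 at E14, and median -1.01, camera adjusted p = 2.98e-07, with an estimated correlation adjusted p = 0.0450 at P0), as were those of mature horizontal cells (median -0.27, camera adjusted p = 0.0104, with an estimated correlation adjusted p = 0.142 at E14, and median -0.41, camera adjusted p = 3.09e-06, with an estimated correlation adjusted p = 0.0269 at P0) and GABAergic amacrine cells (median -0.38, camera adjusted p = 0.000107, with an estimated correlation adjusted p = 0.0952 at E14, and median -0.70, camera adjusted p = 3.30e-09, with an estimated correlation adjusted p = 0.0274 at P0). Its markers of mature rod bipolar cells were lower at P0 (median -0.57, camera adjusted p = 7.04e-05, with an estimated correlation adjusted p = 0.0146). Of its 21 early lists, 2 were higher, 9 lower and 10 neither at E14, with 1 of these calls left with an estimated correlation, and 0, 12 and 9 at P0, with 8 left. Of its 26 late lists, 2 were higher, 9 lower and 15 neither at E14, with 0 left, and 0, 15 and 11 at P0, with 5 left. Rod precursors and mature rods stand in both parts, so these counts are not of independent lists. The E14 call of the amacrine and horizontal cell genes was lost with the mean of all probes of the gene, with median scaling, with plain background subtraction, without the filter on dim probes, with 75th percentile scaling and with cyclic loess, adjusted p from 0.0690 to 0.0984, and without any 1 array other than P0 Notch1+ replicate 4 and P0 Retina replicate 3 and 4, adjusted p from 0.0532 to 0.203 (range over all settings 0.0321 to 0.203).

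**Figure D2:**
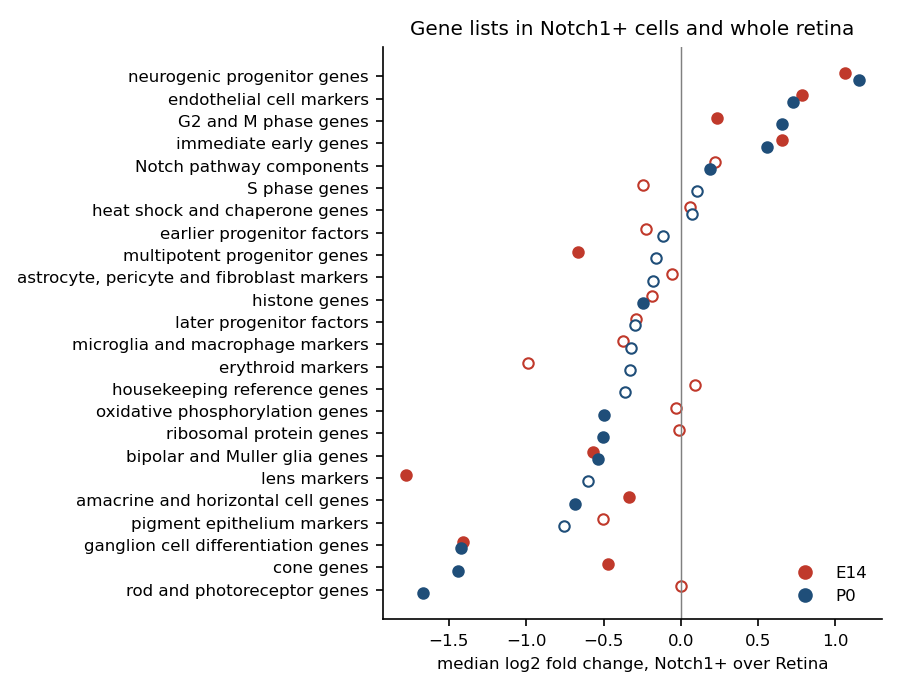
Median log2 fold change of Notch1+ cells over whole retina (horizontal axis) for each gene list fixed before the data were examined (vertical axis), at E14 and at P0, with filled points for lists called by camera. Ganglion cell genes are the lowest of the neuronal lists at E14, with a median of -1.41, and immediate early genes and neurogenic genes lie above 0 at both stages.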

In Notch1^+^ cells at E14 and P0, we observed insignificant or significantly down-regulated expression of many markers of immature and mature retinal neurons (S3 Table and Table 2). 

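Atoh7, the proneural factor required for ganglion cells, was higher in E14 Notch1+ cells than in E14 whole retina, with a log2 fold change of 2.67 (SE 0.34, adjusted p = 0.000601). Otx2, a homeobox factor that directs cells to the photoreceptor and bipolar fates, was also higher, with 1.61 (SE 0.18, adjusted p = 0.000291). Foxn4, a forkhead factor required for horizontal cells and most amacrine cells, had 0.75 (SE 0.54, adjusted p = 0.514), which did not pass the threshold. Atoh7 lies on chromosome 10 of GRCm38 from 63099785 to 63101280 (probe mMC008957) and Otx2 on chromosome 14 of GRCm38 from 48656781 to 48667644 (probe mMC021812).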

During early development (S3 Table) we found increased expression of Atoh7 (marker of ganglion precursor cells), Otx2 (marker of photoreceptor precursor cells), and Foxn4 (marker of amacrine and horizontal precursor cells) in Notch1^+^ cells at E14 compared to expression of these genes in whole retina samples (Table 2). However, levels of Atoh7 and Otx2 in Notch1^+^ cells at E14 were up to thirtyfold higher than levels of Foxn4 (Table 2). 

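Atoh7 had an intensity of 31895 ± 5230.1 (SD, n = 3) in E14 Notch1+ cells and 5171 ± 1833 (SD, n = 3) in E14 whole retina. Otx2 had 23133 ± 4211 (SD, n = 3) and 7539 ± 894 (SD, n = 3), and Foxn4 1079.5 ± 435 (SD, n = 3) and 677 ± 348 (SD, n = 3). The ratio of Atoh7 or Otx2 to Foxn4 was not taken, because an array reading depends on the probe as well as on the transcript.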

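Atoh7 was higher at E14 than at P0 in both populations, with log2 fold changes of 4.66 (SE 0.32, adjusted p = 1.44e-06) between Notch1+ cells and 3.31 (SE 0.32, adjusted p = 2.45e-05) between whole retinas. Otx2 was lower in E14 than in P0 whole retina, with -2.08 (SE 0.17, adjusted p = 6.76e-06), and slightly lower in E14 than in P0 Notch1+ cells, with -0.61 (SE 0.17, adjusted p = 0.0332). The call of Otx2 between the Notch1+ groups was lost with plain background subtraction, with median scaling, with 75th percentile scaling, with the authors' value table, with the smaller offset, with the compared groups alone in the model and with an intensity trend and robust estimation, adjusted p from 0.0515 to 0.789, and without E14 Notch1+ replicate 1 or 2 or P0 Notch1+ replicate 1, 2, 3 or 4, adjusted p from 0.0516 to 0.133 (range over all settings 0.0123 to 0.789).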

Importantly, Atoh7 and Otx2 were most highly expressed in Notch1^+^ cells at E14, with Atoh7 expression being even greater than Notch1 expression (Table 2). It should be noted that results of hybridization *in situ* from databases Eurexpress (http://www.eurexpress.org/ee/) and GenePaint.org (http://genepaint.org/Frameset.html) indicate that Notch1, Atoh7, and Otx2 expression at E14 spread throughout the neuroblast layer, but not into the ganglion cell layer. The results of our microarray analysis also demonstrated increased expression of Dlx1 and Dlx2 (immature ganglion cell markers) in Notch1^+^ cells, while expression of Isl1 and Pou4f2/Brn3b (markers of ganglion precursor cells) was significantly down-regulated (S3 Table and Table 2). 

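Dlx1, a homeobox factor of ganglion and inhibitory interneurons, was higher in E14 Notch1+ cells, with a log2 fold change of 1.33 (SE 0.30, adjusted p = 0.0178), and its relative Dlx2 had 0.82 (SE 0.28, adjusted p = 0.109), short of the threshold. Isl1, a LIM-homeobox factor that acts after Atoh7 in ganglion cells, was lower, with intensities of 851 ± 568 (SD, n = 3) in Notch1+ cells and 4082 ± 1129.8 (SD, n = 3) in whole retina and a log2 fold change of -2.42 (SE 0.50, adjusted p = 0.0115). Pou4f2, the POU factor that acts with Isl1, was above background on no E14 Notch1+ array and at least 1.80-fold lower there than in whole retina (adjusted p = 0.0084). Of the 10 tested markers of immature ganglion cells in the outside database, 2 were higher and 5 lower (3 and 6 when adjusted over the list alone, median -0.82, camera adjusted p = 0.0952, with an estimated correlation adjusted p = 0.188). The call of Dlx1 was lost without E14 Notch1+ replicate 1 or 3 or E14 Retina replicate 1 or 2, adjusted p from 0.0542 to 0.0751 (range over all settings 0.00733 to 0.0751), and a call of Dlx2 was made without E14 Notch1+ replicate 1, adjusted p = 0.0208 (range over all settings 0.0208 to 0.311). The call of Isl1 was lost without E14 Notch1+ replicate 1 or E14 Retina replicate 2, adjusted p from 0.051 to 0.0532 (range over all settings 0.00368 to 0.0532), and that of Pou4f2 was lost with the compared groups alone in the model, adjusted p = 0.0697 (range over all settings 0.000579 to 0.0697). A call of the list of immature ganglion cells was made without the filter on dim probes, adjusted p = 0.0254, and without P0 Retina replicate 3, adjusted p = 0.0485 (range over all settings 0.0254 to 0.270).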

We further observed increased expression of Crx and Rorb (markers of photoreceptor precursor cells) in Notch1^+^ cells at E14, though the increased expression of these genes was not statistically significant. However, at P0, expression of Crx and Rorb was higher in the whole retina samples than in Notch1^+^ cells. Thus, the gene expression profile of Notch1^+^ cells contains gene products that prevent neural differentiation (such as Notch1 and Hes5) and gene products that promote neuronal cell fate specification (such as Atoh7 and Otx2). 

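Crx, a homeobox factor that drives photoreceptor genes downstream of Otx2, had a log2 fold change of 0.76 (SE 0.49, adjusted p = 0.454) at E14, and Rorb, a nuclear receptor needed to form rods, 1.03 (SE 0.44, adjusted p = 0.217), neither past the threshold. As a group, the 4 tested markers of early photoreceptor precursors in the outside database were higher in E14 Notch1+ cells, with 1 called on its own and 0 lower (1 and 0 when adjusted over the list alone, median 0.55, camera adjusted p = 0.0234, with an estimated correlation adjusted p = 0.113). The 10 tested markers of rod precursors were also higher as a group, though most were not called on their own (2 higher and 0 lower, 2 and 0 when adjusted over the list alone, median 0.53, camera adjusted p = 0.0116, with an estimated correlation adjusted p = 0.158). The call of the early photoreceptor precursors was lost without E14 Notch1+ replicate 1, adjusted p = 0.0580 (range over settings without an estimated correlation or fry 0.00875 to 0.0580).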

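Genes of differentiating photoreceptors were lower in P0 Notch1+ cells than in P0 whole retina. Crx had intensities of 553 ± 148 (SD, n = 4) and 1535 ± 922 (SD, n = 4), a log2 fold change of -1.30 (SE 0.43, adjusted p = 0.0463), whereas Rorb had -0.07 (SE 0.38, adjusted p = 0.929). Rbp3, which encodes a retinoid-binding protein, and Pde6g and Sag, which encode a phosphodiesterase subunit and rod arrestin, were lower with log2 fold changes of -2.56 (SE 0.22, adjusted p = 8.48e-06), -2.54 (SE 0.37, adjusted p = 0.00039) and -2.21 (SE 0.27, adjusted p = 8.68e-05). Of 22 tested rod and photoreceptor genes, 15 were lower and 0 higher at P0 (16 and 0 when adjusted over the list alone, median -1.67, camera adjusted p = 7.08e-09, with an estimated correlation adjusted p = 0.0305), and of 10 tested cone genes 7 were lower and 0 higher (7 and 0 when adjusted over the list alone, median -1.44, camera adjusted p = 2.91e-06, with an estimated correlation adjusted p = 0.0269). At E14 the rod and photoreceptor genes were not called as a group (camera adjusted p = 0.898), but 11 of 22 were above background on no E14 array and could show no difference, and the cone genes were lower (median -0.47, camera adjusted p = 0.0234, with an estimated correlation adjusted p = 0.168), with 4 of 10 above background on no E14 array. Markers of mature rods in the outside database were lower at P0 (median -0.84, camera adjusted p = 6.48e-13, with an estimated correlation adjusted p = 0.0146). The call of Crx was lost without the filter on dim probes, with the compared groups alone in the model, with array weights and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.0652 to 0.142, and without any 1 array other than E14 Notch1+ replicate 1 and 3 and P0 Retina replicate 4, adjusted p from 0.0524 to 0.13 (range over all settings 0.00851 to 0.142). The E14 call of the cone genes was lost with median scaling, with plain background subtraction, without the filter on dim probes, with 75th percentile scaling and with cyclic loess, adjusted p from 0.0583 to 0.298, and without E14 Notch1+ replicate 3, adjusted p = 0.0518 (range over all settings 5.05e-05 to 0.298).

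**Figure D3:**
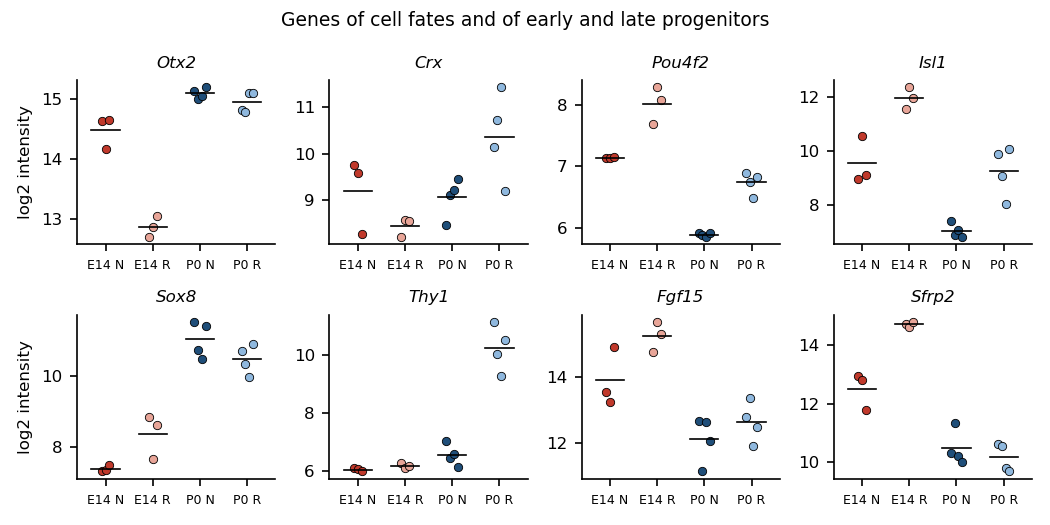
Normalized log2 intensity (vertical axis) of Otx2, Crx, Pou4f2, Isl1, Sox8, Thy1, Fgf15 and Sfrp2 on each array of E14 Notch1+ cells, E14 Retina, P0 Notch1+ cells and P0 Retina (horizontal axis). Each point is 1 array and each line the mean of a group. Crx is lower in P0 Notch1+ cells than in P0 Retina by 1.30 (log2).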

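Genes of neurogenic progenitors, which are about to leave the cell cycle, were higher in Notch1+ cells at both stages, while genes of multipotent progenitors were not. Sstr2, a somatostatin receptor of neurogenic cells, was higher at E14 and P0, with log2 fold changes of 2.11 (SE 0.43, adjusted p = 0.0103) and 2.92 (SE 0.37, adjusted p = 0.000126), and Mfng, which modifies Notch receptors with sugars, was higher at P0, with 3.08 (SE 0.32, adjusted p = 2.99e-05). Neurog2, a proneural factor that moves through the retina with neurogenesis, was higher at P0, with 1.97 (SE 0.52, adjusted p = 0.0163), and 1.31 without P0 Notch1+ replicate 4. Fabp7, a fatty acid binding protein of radial progenitors, was lower at P0, with -1.11 (SE 0.29, adjusted p = 0.015). Of 23 tested genes of neurogenic progenitors, 8 were higher and 0 lower at E14 (12 and 0 when adjusted over the list alone, median 1.06, camera adjusted p = 1.30e-10, with an estimated correlation adjusted p = 0.00229) and 12 and 0 at P0 (13 and 1 when adjusted over the list alone, median 1.16, camera adjusted p = 6.82e-06, with an estimated correlation adjusted p = 0.00814). Of 23 tested genes of multipotent progenitors, 1 was higher and 1 lower at E14 (1 and 4 when adjusted over the list alone, median -0.67, camera adjusted p = 0.0259, with an estimated correlation adjusted p = 0.0799) and 1 and 2 at P0 (1 and 2 when adjusted over the list alone, median -0.16, camera adjusted p = 0.638). Of 37 tested components of the Notch pathway, 10 were higher and 2 lower at P0 (11 and 2 when adjusted over the list alone, median 0.19, camera adjusted p = 0.0394, with an estimated correlation adjusted p = 0.0799) and 6 and 2 at E14 (8 and 2 when adjusted over the list alone, median 0.22, camera adjusted p = 0.0536, with an estimated correlation adjusted p = 0.0946). The neurogenic list holds genes that the study picked on these same arrays, such as Dll3, Atoh7, Otx2 and Sstr2, so its calls are partly not independent. Each array measured RNA pooled from many cells. The paper concludes from the raised Notch1 and Hes5 and the raised Atoh7 and Otx2 that repressors and activators of neuronal fate are present in 1 population, and it proposes that diminished Notch1 activity may permit a high and long expression of Atoh7 and Otx2. The E14 call of the multipotent genes was lost with the authors' value table, adjusted p = 0.0617, and without the filter on dim probes, adjusted p = 0.0595 (range over settings without an estimated correlation or fry 0.0101 to 0.0617). The P0 call of the Notch pathway was lost with median scaling, with the authors' value table, without the filter on dim probes and with 75th percentile scaling, adjusted p from 0.0515 to 0.351, and without E14 Notch1+ replicate 2 or 3 or P0 Retina replicate 2 or 3, adjusted p from 0.0510 to 0.0700 (range over all settings 0.0288 to 0.351). An E14 call of the Notch pathway was made with the mean of all probes of the gene, with plain background subtraction, with the authors' value table and with cyclic loess, adjusted p from 0.0314 to 0.0418, and without E14 Notch1+ replicate 1 or 2, E14 Retina replicate 1 or P0 Notch1+ replicate 4, adjusted p from 0.0290 to 0.0404 (range over all settings 0.0290 to 0.107). The call of Neurog2 was lost with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.189 (range over all settings 0.00488 to 0.189), that of Fabp7 was lost with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.0927 (range over all settings 0.00208 to 0.0927), and that of Sstr2 at E14 was lost without E14 Retina replicate 3, adjusted p = 0.0535 (range over all settings 0.00575 to 0.0535).

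**Figure D4:**
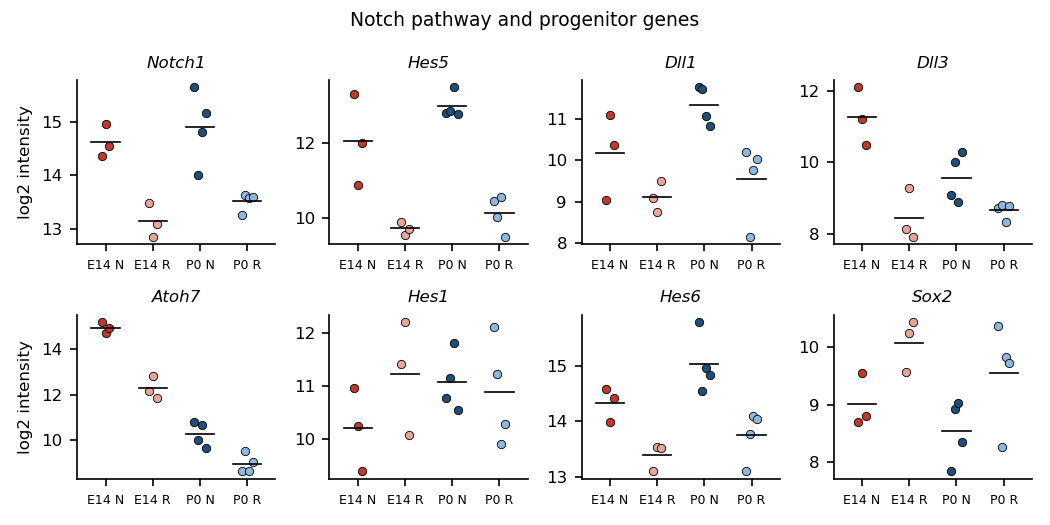
Normalized log2 intensity (vertical axis) of Notch1, Hes5, Dll1, Dll3, Atoh7, Hes1, Hes6 and Sox2 on each array of E14 Notch1+ cells, E14 Retina, P0 Notch1+ cells and P0 Retina (horizontal axis). Each point is 1 array and each line the mean of a group. Notch1 and Hes5 lie higher in Notch1+ cells at both stages.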

In sum, the results of our study suggest that diminished Notch1 activity in Notch1^+^ RPCs may permit the highest and most prolonged expression of Atoh7 and Otx2. Because of this relationship, Notch1^+^ RPCs could be predisposed to differentiate into ganglion cells or photoreceptors when Notch1 activity is diminished. Finally, our results suggest that in the late stage of retinal neurogenesis Notch1^+^ RPCs may also differentiate into bipolar cells, because Otx2 additionally regulates bipolar cell development [8, 28].

As we outlined above, the expression profile of Notch1^+^ RPCs should contain all genes of the Notch1 gene network. However, results described in this and previous sections indicate that the Notch1 gene network at E14 and the Notch1 gene network at P0 may be two distinctly different networks. In accord with our data and the published literature, in the early stage of retinal development (E14), the Notch1 gene network may contain at least Notch1, Hes5, Dll3, Dll1, Atoh7, Dlx1, Dlx2, and Otx2, and regulates ganglion cell and photoreceptor differentiation. 

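Of the genes named for the E14 network, only Otx2 had a Notch1+ over whole retina difference that itself differed between E14 and P0, by 1.46 (SE 0.24, adjusted p = 0.00852) on the log2 scale. The difference between the stages was 1.91 (SE 0.61, adjusted p = 0.115) for Dll3, 1.35 (SE 0.45, adjusted p = 0.132) for Atoh7, 1.48 (SE 0.39, adjusted p = 0.0647) for Dlx1 and 0.61 (SE 0.36, adjusted p = 0.411) for Dlx2, none past the threshold. Dlx1 was also higher in E14 than in P0 Notch1+ cells, with 3.45 (SE 0.28, adjusted p = 9.3e-06), as was Dlx2, with 1.41 (SE 0.26, adjusted p = 0.0045). A call of Dlx1 for the difference between the stages was made with median scaling, adjusted p = 0.039, and with the authors' value table, adjusted p = 0.043 (range over all settings 0.039 to 0.156). The difference between the stages uses all 14 arrays and is confounded with scan day, and a missed threshold does not show that the stages are alike.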

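For Notch1, Hes5 and Dll1, the Notch1+ over whole retina difference at E14 departed from that at P0 by 0.10 (SE 0.44, adjusted p = 0.941), -0.51 (SE 0.61, adjusted p = 0.721) and -0.74 (SE 0.73, adjusted p = 0.646) on the log2 scale, none past the threshold. Otx2, the factor of photoreceptors and bipolar cells, had 0.14 (SE 0.15, adjusted p = 0.567) in P0 Notch1+ cells over P0 whole retina, short of the threshold. Scan day and group cannot be told apart in these comparisons.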

In the late stage of retinal development (P0), the Notch1 gene network may contain Notch1, Hes5, Dll1, and Otx2, and regulates photoreceptor and probably bipolar cell differentiation. To identify the most comprehensive list of genes of the E14 and the P0 Notch1 gene networks, we performed additional analyses of our microarray data. Expression of certain genes (such as housekeeping genes) should not differ greatly between Notch1^+^ cells and whole retina samples. Meanwhile, expression of genes specific for Notch1^+^ cells should be significantly higher in Notch1^+^ cells than in whole retina samples. Taking all this into account, we chose a group of genes (S4 Table and Table 3) that satisfied the following selection criteria: 1) expression in either E14 Notch1^+^ cells or P0 Notch1^+^ cells that was ten times greater than the threshold level; 2) expression in either E14 Notch1^+^ cells or P0 Notch1^+^ cells that was two times greater than expression levels in whole retina samples of the same developmental stage. 

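Most probes that the paper selected for 1 stage were called higher in Notch1+ cells at that stage. Of those it gave to both stages, most were called at P0 and fewer at E14, where a missed call does not show that a gene is not higher. Bhlhe22, a helix-loop-helix factor of amacrine and bipolar cells that was given to both stages, was higher at E14 with a log2 fold change of 1.59 (SE 0.40, adjusted p = 0.0319) and had -0.08 (SE 0.35, adjusted p = 0.906) at P0. The call of Bhlhe22 at E14 was lost with the compared groups alone in the model, adjusted p = 0.0568, and without E14 Notch1+ replicate 2 or 3 or E14 Retina replicate 1, 2 or 3, adjusted p from 0.0722 to 0.112 (range over all settings 0.0173 to 0.112). Igf1r, a receptor for insulin-like growth factors that was selected for P0, had 2.40 (SE 0.39, adjusted p = 0.000821) at P0 and -0.28 (SE 0.45, adjusted p = 0.813) at E14. Of the 67 probes in the paper's S4 Table selected for E14, 50 were higher at E14, and at P0 19 were higher and 4 lower. Of the 177 selected for both stages, 60 were higher and 0 lower at E14, and at P0 139 were higher and 2 lower. Of the 22 selected for P0, 21 were higher at P0, and at E14 4 were higher and 1 lower. These probes were selected by the study on the same arrays, so their calls are not independent evidence.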

We also paid special attention to genes encoding transcription factors. The list of mouse transcription factors (TFs) was obtained from the AnimalTFDB 2.0 database (http://bioinfo.life.hust.edu.cn/AnimalTFDB/). 

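Rcor2 and Chd7, which regulate transcription, were higher in Notch1+ cells at both stages. Rcor2, a corepressor that works with a histone demethylase, had log2 fold changes of 1.23 (SE 0.22, adjusted p = 0.00497) at E14 and 1.23 (SE 0.19, adjusted p = 0.000523) at P0. Chd7, a chromatin remodeler of neural progenitors, had 1.04 (SE 0.20, adjusted p = 0.00684) and 0.94 (SE 0.17, adjusted p = 0.00172). Olig2, a helix-loop-helix factor of neurogenic progenitors, was higher at P0 with 2.20 (SE 0.26, adjusted p = 8.62e-05) and had 1.11 (SE 0.31, adjusted p = 0.0501) at E14. Brd7, a bromodomain protein, had 2.15 (SE 0.27, adjusted p = 0.000709) and 1.43 (SE 0.21, adjusted p = 0.000476) on one probe, but -0.06 (adjusted p = 0.883) and 0.07 (adjusted p = 0.764) on another and -0.11 (adjusted p = 0.928) and 0.30 (adjusted p = 0.572) on the remaining one. Foxm1, a forkhead factor that drives mitotic genes, had 0.86 (SE 0.19, adjusted p = 0.0155) and 0.68 (SE 0.16, adjusted p = 0.00975), with 0.25 (adjusted p = 0.812) and 0.71 (adjusted p = 0.161) on its other probe. Nr1d1, a nuclear receptor of the circadian clock, was above background on no E14 array on one probe, which was higher at P0 with 1.34 (SE 0.23, adjusted p = 0.00102), and on the other had -0.64 (adjusted p = 0.0607) at P0. The P0 call of Chd7 was lost with median scaling, adjusted p = 0.0866, and with the authors' value table, adjusted p = 0.419 (range over all settings 0.00102 to 0.419). An E14 call of Olig2 was made with plain background subtraction, with median scaling, with 75th percentile scaling, with cyclic loess, with the authors' value table, with the smaller offset, with the compared groups alone in the model, with array weights and with the mean of all probes of the gene, adjusted p from 0.0294 to 0.0496, and without P0 Notch1+ replicate 3 or 4 or P0 Retina replicate 1, adjusted p from 0.024 to 0.0434 (range over all settings 0.024 to 0.139). The E14 call of Foxm1 was lost with the authors' value table, with an intensity trend and robust estimation and with the mean of all probes of the gene, adjusted p from 0.0667 to 0.191, and without E14 Notch1+ replicate 1 or E14 Retina replicate 2 or 3, adjusted p from 0.0546 to 0.0673 (range over all settings 0.00774 to 0.191), and its P0 call was lost with median scaling, with the authors' value table, with an intensity trend and robust estimation and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.0518 to 0.439 (range over all settings 0.0057 to 0.439). The E14 call of Brd7 was lost with the mean of all probes of the gene, adjusted p = 0.0761 (range over all settings 0.000317 to 0.0761), and the P0 call of Nr1d1 was lost with the mean of all probes of the gene, adjusted p = 0.142 (range over all settings 0.00033 to 0.142).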

We used the milder conditions and selected TFs (S4 Table and Table 3) with statistically significantly higher expression in either E14 Notch1^+^ cells or P0 Notch1^+^ cells than in whole retinas of the same developmental stage. These methods allowed us to expand the list of putative members of the E14 and P0 Notch1 gene networks.

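Immediate early genes, which cells switch on within minutes of a stimulus, were among the genes most raised in Notch1+ cells. Fos, a subunit of the AP-1 transcription factor, was above background on no E14 whole retina array and at least 28.1-fold higher in E14 Notch1+ cells (adjusted p = 1.72e-06), and at P0 it had a log2 fold change of 6.07 (SE 0.28, adjusted p = 9.06e-08). Egr1, a zinc-finger factor induced by growth signals, was at least 24.5-fold higher at E14 (adjusted p = 3.39e-06), and at P0 it had a log2 fold change of 5.62 (SE 0.29, adjusted p = 9.06e-08). Ccn1, a secreted matrix protein, was at least 3.23-fold higher at E14 and 13.3-fold at P0 (adjusted p = 0.000135 and 9.06e-08), and Egr2, a relative of Egr1, at least 2.21-fold and 3.67-fold (adjusted p = 0.00234 and 2.83e-05). Srf, the factor that switches on many of these genes and that the paper's Table 3 lists for E14, had log2 fold changes of 2.98 (SE 0.34, adjusted p = 0.000297) at E14 and 2.16 (SE 0.29, adjusted p = 0.000213) at P0 on one probe, and 0.50 (adjusted p = 0.108) and 0.42 (adjusted p = 0.0561) on its other. Jun, another subunit of AP-1 and one of the genes listed for P0, had 0.39 (SE 0.34, adjusted p = 0.621) at E14 and was higher at P0, with 1.81 (SE 0.30, adjusted p = 0.000889). Of 31 tested immediate early genes, 12 were higher and 1 lower at E14 (15 and 1 when adjusted over the list alone, median 0.66, camera adjusted p = 1.41e-12, with an estimated correlation adjusted p = 0.0127), and 13 and 3 at P0 (15 and 4 when adjusted over the list alone, median 0.55, camera adjusted p = 1.89e-05, with an estimated correlation adjusted p = 0.0611). In Table 3, of 25 tested genes listed for E14, 20 were higher at E14 (24 when adjusted over the list alone) and 8 at P0 (8). Of 20 tested genes listed for both stages, 12 were higher at E14 (18 over the list alone) and 16 at P0 (16), and of 12 listed for P0, 0 were higher at E14 (0) and 12 at P0 (12). None was lower at either stage, but the study chose the table's genes on these arrays. The immediate early list holds some of them, such as Srf, Jun and Dusp1, so its calls are partly not independent. Fos and Egr1 had also been seen in the paper's tables when that list was written. The methods describe papain at 37 degrees and magnetic separation for the Notch1+ cells and do not say whether whole retina was dissociated as well. Endothelial cell markers were higher in Notch1+ cells too, at E14 (median 0.79, camera adjusted p = 0.00668, with an estimated correlation adjusted p = 0.388) and at P0 (median 0.73, camera adjusted p = 0.0245, with an estimated correlation adjusted p = 0.482), calls that were both lost with an estimated correlation. The E14 call of the endothelial markers was lost without E14 Notch1+ replicate 1, adjusted p = 0.119 (range over settings without an estimated correlation or fry 0.000213 to 0.119). The P0 call of the endothelial markers was lost without P0 Notch1+ replicate 1 or 2, adjusted p from 0.0518 to 0.328 (range over settings without an estimated correlation or fry 0.00100 to 0.328).

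**Figure D5:**
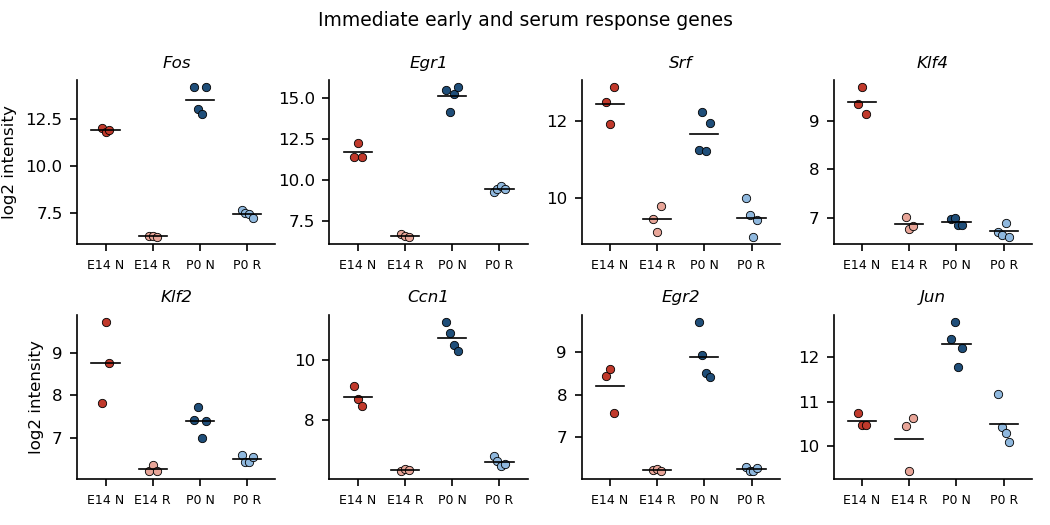
Normalized log2 intensity (vertical axis) of Fos, Egr1, Srf, Klf4, Klf2, Ccn1, Egr2 and Jun on each array of E14 Notch1+ cells, E14 Retina, P0 Notch1+ cells and P0 Retina (horizontal axis). Each point is 1 array and each line the mean of a group. Fos and Egr1 are higher in P0 Notch1+ cells than in P0 Retina by 6.07 and 5.62 (log2).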

**Table 3:** The putative members of E14 Notch1 and P0 Notch1 gene networks.

E14 Notch1 gene network		P0 Notch1 gene network
E14	E14 and P0	P0
Dll3, Atoh7, Dlx1, Dlx2, Chd7, Sox11, Gadd45a, Eya2, Srf, Atf4, Rcor2, Taf5l, Pbrm1, Epc1, Tsc22d2, Limd1, Ebf2, Sox21, Lhx3, Mafk, Grb10, Rassf4, Sstr2, Fbxl12, Ube2s	Notch1, Dll1, Otx2, Hes5, Bhlhe22, Mybbp1a, Arl2bp, E2f2, Brpf1, Foxm1, Brd7, Zfp28, Olig2, Cecr2, Hnrpdl, Mbtps1, Dusp1, Odf2, Pitpnm1, Qscn6, Lrpb7	Gtl2, Gcnt1, Zfp13, Jun, Junb, Tle2, Nfia, Zcchc14, Cd72, Pacsin3, Slc25a28, Igf1r, Kifc5a

### Notch3 may play a less significant role in ganglion cell fate specification than previously thought

The role of the Notch1 signaling cascade in photoreceptor differentiation was shown previously [21, 22, 24]. The critical role of both Notch1 and Notch3 signaling in ganglion cell fate specification was also demonstrated [8, 21]. However, these previous models described Notch3 as the primary regulator of ganglion cell development, with Notch1 playing a lesser, subsidiary role [21]. 

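Notch3, a Notch receptor of retinal progenitors, was lower in E14 Notch1+ cells, with intensities of 828 ± 84.5 (SD, n = 3) against 1997 ± 260.3 (SD, n = 3) in whole retina and a log2 fold change of -1.27 (SE 0.22, adjusted p = 0.00475). At P0 it had 543 ± 136 (SD, n = 4) and 760.2 ± 135 (SD, n = 4), a log2 fold change of -0.50 (SE 0.19, adjusted p = 0.0864), short of the threshold. Its level was higher in E14 than in P0 whole retina, 2.64-fold (adjusted p = 0.00073), and had a log2 fold change of 0.64 (SE 0.21, adjusted p = 0.0672) between the Notch1+ groups. A P0 call of Notch3 was made with median scaling, adjusted p = 0.0328, and with the authors' value table, adjusted p = 0.0234, and without P0 Notch1+ replicate 1, adjusted p = 0.0386 (range over all settings 0.0234 to 0.228).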

Our microarray data indicated that Notch3 was more highly expressed in whole retina samples than in Notch1^+^ cells at E14 and P0. We therefore reasoned that Notch3^+^ cells and Notch1^+^ cells may represent separate populations that may independently regulate ganglion cell differentiation. If Notch3, but not Notch1, significantly contributes to ganglion cell differentiation, then Notch3 deficiency should significantly affect the quantity of ganglion cells in the retina. To test this hypothesis, we used six-week-old Notch3 knockout (Notch3KO) animals and wild type littermates. The retinas of these animals were collected, and whole retina flat-mounts were stained for the retinal ganglion cell (RGC) marker beta III Tubulin in order to quantify the number of RGCs in the ganglion cell layer (Fig 4A). We found that retinas of wild type mice contained higher numbers of RGCs than retinas of Notch3KO mice (1,721±85 cells/mm^2^ vs. 1,474±67, *P*<0.05, Fig 4B). Therefore, retinas of wild type animals had 14% (*P* < 0.05) more RGCs than the retinas of Notch3KO mice. Since this number is relatively small and Notch1 contributes to ganglion cell (RGC) fate specification, we suggested that the Notch1 signaling cascade may play a more significant role in RGC development than the Notch3 signaling cascade.

**Fig 4:**
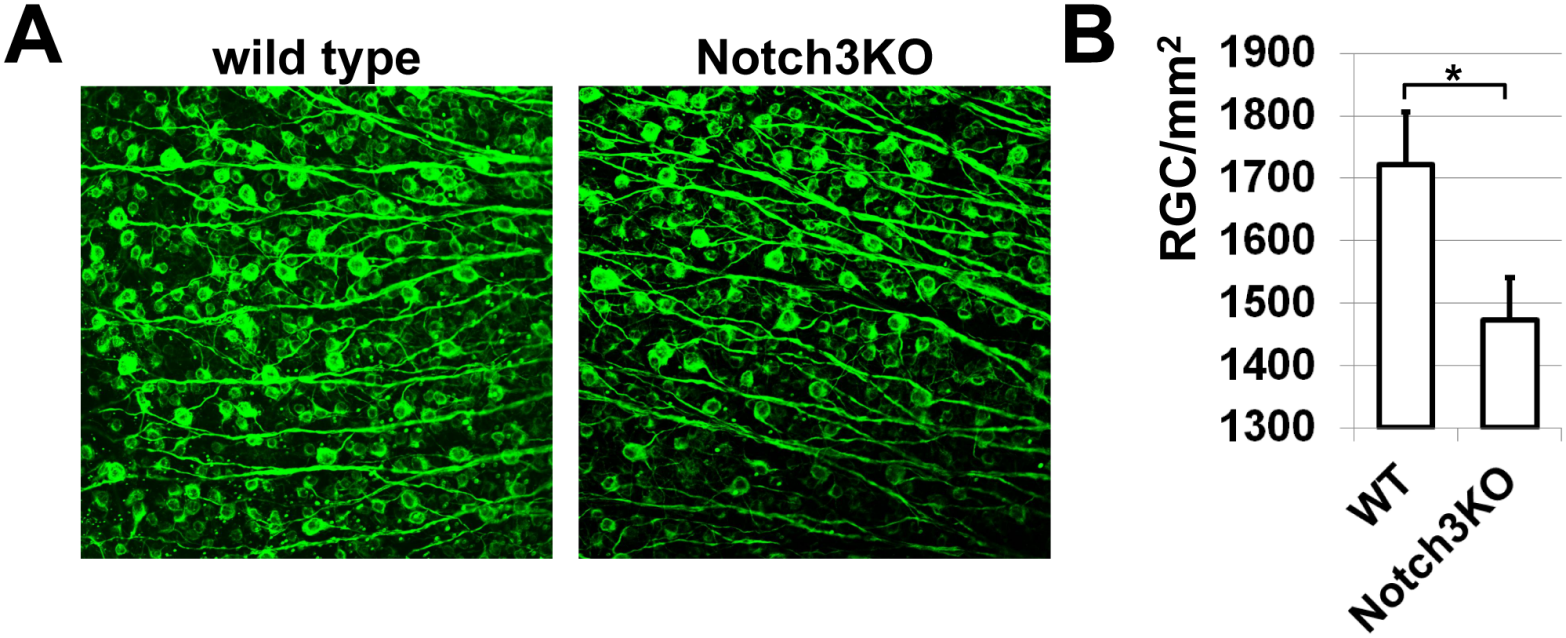
Notch3 deficiency results in reduced ganglion cell numbers in the retina. **A)** Confocal images of flat-mounted retinas from Notch3 knockout (Notch3KO) animals and wild type (WT) littermates were collected. RGCs were labeled with beta III Tubulin antibodies for counting. **B)** Numbers of RGCs were compared between Notch3KO and WT animals. Values are means ± SEM (*P < 0.05, n = 10 eyes).

## Discussion

The Notch family of receptors consists of four evolutionarily conserved, single-pass transmembrane receptor proteins (Notch1, Notch2, Notch3, and Notch4) that play a critical role in retinal neurogenesis [8–11, 21–25]. In the developing retina, members of the Notch family are involved in the maintenance of the RPC population, preventing neuronal differentiation until late stages [8–11, 21–25]. Meanwhile, inhibition of Notch activity facilitates differentiation of RPCs into photoreceptors and ganglion cells, depending on the stage of retinal development [8, 21–24]. The details of the RPC decision-making mechanism that guides differentiation into these retinal cell types, however, have never been clearly elucidated. To clarify this mechanism, we focused on the Notch1 receptor, whose role in retinal neurogenesis has been studied intensively [8, 21–24]. We separated Notch1 receptor-bearing cells (Notch1^+^ cells) from retinas at early and late developmental stages and studied the expression profiles of those cells. Our hierarchical clustering of differentially expressed genes suggested that Notch1^+^ cells at embryonic day 14 (E14, early stage of retinal development) may comprise a population of RPCs that are distinct from Notch1^+^ cells at postnatal day 0 (P0, late stage of retinal development). We observed significant expression of key transcription factors (Atoh7 and Otx2) in E14 Notch1^+^ cells and high expression of only Otx2 in P0 Notch1^+^ cells. These data suggested that E14 Notch1^+^ cells are already predisposed to differentiate into ganglion cells and photoreceptors, since at E14 Atoh7 facilitates differentiation of RPCs into ganglion cells and Otx2 regulates RPC fate decision into cone photoreceptors [8, 21, 22, 24]. Meanwhile, high levels of Otx2 expression in P0 Notch1^+^ cells may predispose them to differentiate into rod photoreceptors and probably bipolar cells, since Otx2 regulates differentiation into these cell types at P0 [8, 21, 22, 24, 28]. Because it was previously suggested that Notch3, but not Notch1, is primarily responsible for ganglion cell fate decision [21], we tested Notch3 expression in Notch1^+^ cells and evaluated whether ablation of Notch3 significantly affects ganglion cell numbers in the adult retina. Our data suggested that Notch3^+^ cells and Notch1^+^ cells may comprise distinct RPC populations. Notch3 knockout leads to reduced numbers of ganglion cells in adult retinas. But since the difference between wild type and Notch3KO retinas was only 14% (*P* < 0.05), we suggested that Notch1 signaling may play a more important role than Notch3 signaling in ganglion cell development at E14.

Notch signaling regulates the specification and differentiation of retinal cell types via a lateral inhibition mechanism, meaning that a cell fated to differentiate prevents differentiation of adjacent cells [8, 9, 11–14, 21–24]. To implement lateral inhibition, Notch ligands can trans-activate Notch in adjacent cells and induce expression of repressors of neuronal differentiation, such as Hes1 and Hes5 [8, 9, 11–14, 21–24]. Meanwhile, if Notch is not activated, absence of Hes1 and Hes5 expression permits expression of pro-neural transcription factors, which in turn induce neuronal-specific gene expression as well as expression of Notch ligands [8, 9, 11–14, 21–24]. Thus, a progenitor cell is predisposed to differentiate in the absence of Notch activity, but simultaneously prevents differentiation of adjacent cells due to its expression of Notch ligands. Our data indicate that Notch1^+^ cells express Notch ligands Dll1, Dll3, and Dll4. However, Dll3 and Dll1 were more highly expressed than Dll4. More specifically, Dll3 expression was higher than Dll1 at E14. Since our data indicated involvement of Notch1 signaling in the regulation of ganglion cell differentiation at E14 but not at P0, we can suggest that Dll3 may play an important role in the mechanism of ganglion cell differentiation. It should be noted, however, that Dll3 cannot *trans*-activate Notch signaling in neighboring cells [29, 30]. But Dll3 does inhibit (via *cis*-inhibition) Notch signaling when expressed by Notch receptor-bearing cells [29, 30]. We therefore speculate that Dll3 activity may affect ganglion cell fate during RPC differentiation. Meanwhile, Dll1 may be involved in photoreceptor differentiation (predominantly cones, as cones are the predominant phenotype at E14) during the early stage of retinal development, and may also facilitate rod photoreceptor and bipolar cell differentiation at the late developmental stage. Since Notch1 regulates neural/non-neural fate decisions based on Hes1 and Hes5 activity, we also paid attention to Hes1 and Hes5 expression in Notch1^+^ cells at different stages of retinal development. We detected high expression of both genes in Notch1^+^ cells at E14 and P0. However, expression of Hes5 was significantly higher than expression of Hes1. 

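At P0, Hes5 was higher in Notch1+ cells than in whole retina, with a log2 fold change of 2.85 (SE 0.40, adjusted p = 0.000289), while Hes1 had 0.19 (SE 0.53, adjusted p = 0.842), short of the threshold. Both genes encode repressors that Notch signaling switches on, and their P0 values rest on 4 arrays of each population, read on different scan days.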

We also noted that while expression of Hes5 was up-regulated in Notch1^+^ cells compared whole retina samples at both E14 and P0, expression of Hes1 in Notch1^+^ cells was down-regulated compared to Hes1 expression in the whole retina samples. These data suggest that Hes5 may play a more important role than Hes1 in the Notch1 signaling cascade. Among the members of the Hes family, we would also like to pay attention to Hes6. Notch1^+^ cells exhibited significantly higher expression of Hes6 than of Hes1 and Hes5. It is known that Hes6 inhibits Notch/Hes1/Hes5 activity to promote neural differentiation [20, 31]. 

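Hes6, which encodes a protein that counters Hes1 and promotes neurogenesis, was higher in P0 Notch1+ cells than in P0 whole retina, with intensities of 35409 ± 14442 (SD, n = 4) and 14356 ± 3985 (SD, n = 4) and a log2 fold change of 1.27 (SE 0.28, adjusted p = 0.00604). At E14 it had 20820.3 ± 4198 (SD, n = 3) and 10817 ± 1779 (SD, n = 3), a log2 fold change of 0.94 (SE 0.32, adjusted p = 0.115). A second probe of Hes6 had 1.01 (adjusted p = 0.31) at E14 and 0.79 (adjusted p = 0.232) at P0. The P0 call of Hes6 was lost with median scaling, with 75th percentile scaling, with the authors' value table and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.0727 to 0.42 (range over all settings 0.00524 to 0.42). An E14 call of Hes6 was made with the mean of all probes of the gene, adjusted p = 0.0392 (range over all settings 0.0392 to 0.306).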

Taking into account that we did not detect statistically significant differences in Hes6 expression between Notch1^+^ cells and whole retina cell samples, we can suggest an important but not Notch1-specific role for Hes6 in retinal development.

The classical model of Notch-Dll lateral inhibition posited that progenitor cells with active Notch signaling cannot express pro-neural fate specification genes and therefore remain progenitor cells, while Dll-expressing cells activate pro-neural genes and become neurons, resulting in the “salt-and-pepper” histological pattern [14]. However, we now know that this classical model is reductive and obsolete. Kageyama first pointed out, using time-lapse imaging data, that the “salt-and-pepper” pattern of gene expression is actually a snapshot of oscillatory gene expression in adjacent cells [12–17]. These oscillations periodically activate Notch signaling between neighboring cells and allow expression of activators and repressors of pro-neuronal fate by the same cells. This reciprocal regulation is essential for the maintenance of a population of undifferentiated progenitor cells, allowing the developing tissue to accumulate a sufficient number of progenitors to differentiate and form normal tissue [12–17, 32]. Thus, we were not surprised when we observed a high expression of pro-neural genes (Atoh7, Otx2, Dll3, and Dll1) and inhibitors of neural differentiation (Notch1 and Hes5) in Notch1^+^ RPCs. Our results are also consistent with recent data that has demonstrated neural progenitor cells expressing pro-neural genes and Notch ligands at early developmental stages when these progenitors are not yet giving rise to any neurons [12–14, 18, 19, 26, 33–39]. The observation that RPCs express both repressors and activators of pro-neural fate specification had been published in the literature before the present study was undertaken [18–20]; our data merely corroborate those previously published observations. Combining our corroboratory observations with the oscillatory model of Notch-Dll lateral inhibition allows us to propose a putative Notch1^+^ RPC decision-making mechanism for differentiation into retinal neurons such as photoreceptors and ganglion cells. We suggest that Notch1 activation triggers Hes5 expression in Notch1^+^ RPCs, sparking an oscillatory expression pattern of activators (Atoh7 and Otx2) and repressors of pro-neural differentiation. These oscillations prevent RPC differentiation, while the stabilization of gene expression facilitates RPC differentiation. Since the level of Atoh7 and Otx2 expression was thirtyfold higher than the level of Foxn4 in Notch1^+^ cells at E14, we can expect that RPCs in which oscillations disappear will have consistently high Atoh7 and Otx2 expression compared to Foxn4 expression, and are therefore predisposed to differentiate into ganglion cells or photoreceptors at E14. At the same time, Notch1^+^ cells at P0 are predisposed to differentiate into Otx2-lineage neurons, since expression of Otx2 in these RPCs is significantly higher compared to Atoh7 and Foxn4 expression. 

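Otx2 had an intensity of 34947 ± 2049 (SD, n = 4) in P0 Notch1+ cells and 31799 ± 3801 (SD, n = 4) in P0 whole retina. Atoh7 was higher in P0 Notch1+ cells, with 1314 ± 469 (SD, n = 4) against 516 ± 158 (SD, n = 4) and a log2 fold change of 1.32 (SE 0.29, adjusted p = 0.00668), and Foxn4 had 1787 ± 361 (SD, n = 4) against 896 ± 511 (SD, n = 4), 1.17 (SE 0.47, adjusted p = 0.0959). The P0 call of Atoh7 was lost with the re-dip mark as a covariate (chosen after seeing the data), adjusted p = 0.0674 (range over all settings 0.00263 to 0.0674). A P0 call of Foxn4 was made without P0 Retina replicate 2, adjusted p = 0.0388 (range over all settings 0.0388 to 0.318). Which of the 3 transcripts was most abundant at P0 was not tested, for the same reason as at E14.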

Importantly, since oscillations of gene expression are the result of gene-gene interactions (gene network activity), our study allows us to identify putative members of the Notch1 gene network. It should be noted, however, that according to our data the Notch1 gene network at E14 differs from the Notch1 gene network at P0 (S4 Table and Table 3). Overall, the Notch1 gene network that contains Notch1, Dll3, Hes5, Atoh7, and Otx2 should regulate differentiation of ganglion cells and photoreceptors (predominantly cones) at the early stage of retinal development, while the Notch1 gene network containing Notch1, Dll1, Hes5, and Otx2 should affect photoreceptor (predominantly rods) and probably bipolar cell fate specification at the late stage of retinal development. The structure and dynamics of these gene networks are still not clear, and will require detailed future investigation to be elucidated. Our findings may serve as the foundation for such a study.

It was shown previously that Notch1 signaling regulates photoreceptor development at early and late stages of retinal development [21, 22, 24]. However, while a role of Notch1 in the regulation of ganglion cell fate was suggested, it was believed that Notch3 was primarily responsible for ganglion cell fate specification [21]. The best way to evaluate the respective roles of Notch1 and Notch3 in retinal development was to study the numbers of ganglion cells in wild type animals and gene knockouts. Unfortunately, the early embryonic lethality of Notch1-knockout mice and complexity of the Notch1 gene network (which can regulate development of many retinal cell types) created significant difficulties for evaluating the role of Notch1 in ganglion cell differentiation. Conversely, Notch3 knockout animals (Notch3KO) were viable and fertile, enabling us to use these animals in our study. We conjectured that the detected contribution of Notch3 in ganglion cell development would allow us to simultaneously evaluate the role of Notch1. Our expression data suggested that Notch3^+^ cells may comprise a population distinct from the Notch1^+^ cell population, and could therefore independently regulate ganglion cell differentiation. Results of ganglion cell counting in Notch3KO animals and wild type littermates revealed reduced numbers of ganglion cells in Notch3-deficient animals compared to wild type controls. This reduction was not extremely impressive (14%, *P* < 0.05), but was nevertheless statistically significant. Thus, we suggested that Notch3 may play some role in ganglion cell differentiation, but that its role may be less significant than expected. However, the reduced ganglion cell numbers that we observed in Notch3KO retinas suggested that Notch3 activates rather than inhibits ganglion cell development. This pro-differentiation effect of Notch3 has been previously described in the literature [40]. However, those observed effects can be explained by Notch3’s ability to inhibit neuronal differentiation. Our data indicated high expression in Notch1^+^ cells of Atoh7, which has been shown to prevent the differentiation of these cells into amacrine and horizontal cells [8, 9]. Congruently, our data demonstrated an at least thirtyfold lower expression of key amacrine and horizontal precursor cell markers (such as Foxn4, Ptf1a, Neurod1, Neurod4, and Dll4) in Notch1^+^ cells at E14 [8, 9]. In addition, we did not detect a statistically significant difference between the levels of these genes’ expression in Notch1^+^ cells and whole retina cell populations. Thus, since Notch3^+^ cells may represent a population distinct from the Notch1^+^ cell population, we speculate that Notch3 signaling could regulate (inhibit) differentiation of amacrine and horizontal cells, while Notch1 signaling could regulate the development of other neuronal types in retina. In this regard, reduced numbers of ganglion cells in Notch3KO retinas could mean preferential differentiation into amacrine and horizontal cells at the expense of ganglion cells. 

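Ptf1a, the helix-loop-helix factor that commits cells to the amacrine and horizontal fates, had an intensity of 1380.2 ± 643 (SD, n = 3) in E14 Notch1+ cells and 1127 ± 216 (SD, n = 3) in E14 whole retina, a log2 fold change of 0.17 (SE 0.35, adjusted p = 0.864). At P0 it had 0.15 (SE 0.30, adjusted p = 0.766). Neurod1, a helix-loop-helix factor of amacrine cells and photoreceptors, had 1275 ± 259 (SD, n = 3) and 1011 ± 318 (SD, n = 3) at E14, 0.36 (SE 0.37, adjusted p = 0.68), and 0.06 (SE 0.32, adjusted p = 0.926) at P0. Neurod4, a related factor, was above background on no array and was not tested. Between the stages Foxn4 had -0.80 (SE 0.50, adjusted p = 0.328) in Notch1+ cells and -0.38 (SE 0.50, adjusted p = 0.669) in whole retina. None of these values passed the threshold, which does not show that the populations are alike.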

Regardless of whether Notch3 activates or inhibits ganglion cell development, the high Atoh7 expression in Notch1^+^ cells and low ganglion cell reduction in Notch3KO animals together suggest that the role of Notch1 signaling in ganglion cell fate specification should be important. Finally, we also evaluated expression of Notch2 and Notch4. 

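Notch2, another of the Notch receptors that act in the retina, was above background on none of the 14 arrays and was not tested. Its probe gave 68.0 ± 5.29 (SD, n = 3) in E14 Notch1+ cells and 65.0 ± 2.69 (SD, n = 3) in E14 whole retina, and 66.1 ± 2.08 (SD, n = 4) and 62.5 ± 0.819 (SD, n = 4) at P0. A signal within the background does not show that the transcript is absent.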

Our data and the literature indicate that Notch2 levels in the developing retina are almost non-detectable [26, 27]. Meanwhile, we detected Notch4 expression in both Notch1^+^ cells and in whole retina samples, although Notch4 levels were significantly lower in comparison to Notch1 and Notch3. 

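Notch4, a Notch receptor of blood vessels, had an intensity of 307 ± 70.1 (SD, n = 3) in E14 Notch1+ cells and 228 ± 9.74 (SD, n = 3) in E14 whole retina, a log2 fold change of 0.40 (SE 0.21, adjusted p = 0.319). At P0 it had 175 ± 30.4 (SD, n = 4) and 210.3 ± 32.5 (SD, n = 4), -0.27 (SE 0.18, adjusted p = 0.317). It was higher in E14 than in P0 Notch1+ cells, with 0.81 (SE 0.19, adjusted p = 0.0183). The call of Notch4 between the stages was lost with median scaling, with 75th percentile scaling, with the compared groups alone in the model and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.0511 to 0.118, and without E14 Notch1+ replicate 1, adjusted p = 0.0799 (range over all settings 0.0103 to 0.118).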

Notch4 is best known as a receptor primarily expressed in the vasculature and responsible for the regulation of vessel growth in the retina [25]. In total, these data suggest that the roles of Notch2 and Notch4 in retinal neurogenesis are less likely to be significant.

## Conclusions

The entire set of our data, the existing literature, and the “oscillatory” model of Notch-Dll lateral inhibition allow us to take a fresh look at Notch1 signaling in the developing retina. In general, Notch1 signaling is a gene network that contains progenitor markers (like Notch1 and Hes5) and pro-neural markers (like Atoh7 and Otx2). Expression of all of these genes should oscillate in RPCs, allowing these cells to maintain an undifferentiated state and proliferate. Nevertheless, RPCs are already predisposed to differentiate into particular retinal cell types when Notch1 inhibitory activity disappears. Our data suggest that at the early stage of retinal development the Notch1 gene network contains at least Notch1, Dll3, Hes5, Atoh7, and Otx2 (Table 4). This network may direct RPCs to differentiate into photoreceptors (cones) and ganglion cells. Meanwhile, the Notch1 gene network at the late stage of retinal development contains at least Notch1, Dll1, Hes5, and Otx2, and therefore may promote RPC differentiation into photoreceptors (rods) and probably bipolar cells. We cannot rule out that, at different stages of retinal development, the Notch1 gene network can contain different pro-neural markers that may direct RPC differentiation into distinct neuronal cell types (for example, Foxn4 lineage). The reconstruction of such gene networks and the crosstalk between them during retinal development could significantly change our views on the mechanisms of retinal neurogenesis.

**Table 4:** List of RT-PCR primers.

Gene	Oligonucleotides	
***Notch1***	Forward	TGTTGTGCTCCTGAAGAACG
	Reverse	GTGGGAGACAGAGTGGGTGT
***Notch3***	Forward	CTGTGCTACAGCCGTGTGTT
	Reverse	ATTCACACACCGACCCAAAT
***Hes1***	Forward	ACACCGGACAAACCAAAGAC
	Reverse	GTCACCTCGTTCATGCACTC
***Hes5***	Forward	CAAGGAGAAAAACCGACTGC
	Reverse	GTGCAGGGTCAGGAACTGTA
***Hes6***	Forward	CGGATCAACGAGAGTCTTCAG
	Reverse	GGCATGGATTCTAGCAGGTG
***Atoh7***	Forward	ATGAAGTCGGCCTGCAAAC
	Reverse	GGTGAGCGCGATGATGTAG
***Otx2***	Forward	GGGCTGAGTCTGACCACTTC
	Reverse	GGCCTCACTTTGTTCTGACC
***Dll3***	Forward	GGTCCCTGTCTCCACCAGTA
	Reverse	TGGGCAATGACAGACATAGG
***Fgf15***	Forward	GCTGGTCCCTATGTCTCCAA
	Reverse	GGAGATGGTGCTTCATGGAT
***Egr1***	Forward	TCACCCACCATGGACAACTA
	Reverse	GGGATAACTCGTCTCCACCA
***Actb***	Forward	CACCCTGTGCTGCTCACC
	Reverse	GCACGATTTCCCTCTCAG

## Material and Methods

### Animals

All experiments were performed in compliance with the National Institutes of Health (NIH) Guide for the Care and Use of Laboratory Animals and the Association for Research in Vision and Ophthalmology (ARVO) statement for use of animals in ophthalmic and vision research. The protocol was approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Miami (Permit Number: 12–068). Notch3 knockout animals (stock number 023807) and C57BL/6 J (stock number 000664) mice were obtained from Jackson Laboratory (Bar Harbor, Maine, United States). Mice were housed under standard conditions of temperature and humidity, with a 12-hour light to dark cycle and free access to food and water.

### Isolation of Notch1^+^ cells

Eyes (n ≥ 20/preparation) from embryonic day 14 (E14) and postnatal day 0 (P0) C57BL/6 mice were enucleated, and the retina of each was dissected free and stored on ice in a CO2-independent medium (Invitrogen, Carlsbad, CA). Upon completion of the dissection, the CO2-independent medium was removed and replaced with the papain solution (8 U/mL of papain [Worthington Biochemicals, Lakewood, NJ] and 124 U/ml of DNAse I [Sigma-Aldrich, St. Louis, MO] in DPBS [Life Technologies, Grand Island, NY], with pH adjusted to 7.4). The retinas were incubated in the papain solution for 20 minutes at 37°C. After incubating the retinas, the old papain solution was removed and the retinas were rinsed with low ovomucoid solution (1.5 mg/ml of trypsin inhibitor ovomucoid [Worthington Biochemicals, Lakewood, NJ], 1.5 mg/ml of BSA [Sigma-Aldrich, St. Louis, MO], and 124 U/ml of DNAse I in DPBS, with pH adjusted to 7.4). The pieces were allowed to settle, and the rinse solution was removed. The tissue was then triturated sequentially with a 1 ml pipette in the low ovomucoid solution until the retinas were completely broken up. The retinal cell suspension resulting from the trituration was spun at 300 g for 10 minutes to separate the retinal cells from the low ovomucoid solution. The supernatant was discarded, and the cells were then resuspended in high ovomucoid solution (10 mg/ml of trypsin inhibitor ovomucoid and 10 mg/ml of BSA in DPBS, pH was adjusted to 7.4). The retinal cell suspension was spun at 300 g for 10 minutes, the supernatant was discarded, and the cells were resuspended in MACS buffer containing 0.5% BSA and 2 mM EDTA in PBS (pH 7.2). Viability was assessed by trypan blue exclusion, and was found to be greater than 97%.

To isolate Notch1^+^ cells, we used monoclonal biotin conjugated anti-Notch1 mouse antibodies (130-096-557, Miltenyi Biotec, Auburn, CA) and followed a protocol for immunomagnetic separation provided by Miltenyi Biotec (Auburn, CA). Briefly, the retinal cell number was first determined. The retinal cell suspension was then spun at 300g for 10 minutes, resuspended at up to 10^7^ nucleated cells per 100 μl of MACS buffer and 10 μl of the anti-Notch1 antibody, and incubated for 10 minutes in the refrigerator (2-8°C) in the dark. The retinal cell suspension was washed two times by adding MACS buffer and centrifuged at 300g for 10 minutes, resuspended at up to 10^7^ nucleated cells per 80 μl of MACS buffer and 20 μl of the anti-biotin microbeads (130-090-485, Miltenyi Biotec, Auburn, CA), then incubated for 15 minutes in the refrigerator in the dark. The cells were washed two times as above, resuspended at up to 10^8^ nucleated cells per 500 μl of MACS buffer, and used for magnetic separation of the Notch1^+^ cells on a pre-equilibrated column in the presence of a magnetic field according to the manufacturer's protocol (Miltenyi Biotech, Auburn, CA).

### RNA extraction, probe preparation, and array hybridization

RNA samples were extracted from whole retina and Notch1^+^ cells using the Absolutely RNA Nanoprep kit (Agilent Technologies, Santa Clara, CA). RNA samples were sent to Ocean Ridge Biosciences (ORB, Palm Beach Gardens, FL) for analysis using mouse exonic evidence-based oligonucleotide (MEEBO) microarrays (Lot 20918). MEEBO microarrays were printed by Microarrays Inc. (Huntsville, AL) and contained 38,083 70-mer oligonucleotide probes complementary to constitutive exons of most mouse genes, as well as alternatively spliced exons and control sequences. For more information on the MEEBO oligonucleotide set please refer to http://alizadehlab.stanford.edu/heebo.html. Biotin-labeled complementary RNA was made from total RNA according to Van Gelder’s protocol [41]. Biotinylated complementary RNA samples were fragmented, diluted in a formamide-containing hybridization buffer, and loaded on to the Mouse Exonic Evidence Based Oligonucleotide (MEEBO) microarray slides enclosed in custom hybridization chambers (for more information on the MEEBO oligonucleotide set please refer to http://alizadehlab.stanford.edu/). The slides were hybridized for 16–18 hours in a Model 400 hybridization oven (Scigene, Sunnyvale, CA). After hybridization, the microarray slides were washed under stringent conditions, stained with Streptavidin-Alexa-647 (Invitrogen, Carlsbad, CA), and scanned using an Axon GenePix 4000B scanner (Molecular Devices, Sunnyvale, CA).

### Microarray data analysis

Spot intensities for each probe were calculated by subtracting median local background from median local foreground for each spot. The spot intensities were then normalized. After removing data for low quality spots, the mouse probes’ intensities were filtered to identify all probes with intensity above a normalized threshold. For statistical analysis, microarray data were examined for differences by One-way ANOVA or Student's t-test. Values of *P* < 0.05 were designated as statistically significant. The data files have been uploaded in the NCBI Gene Expression Omnibus (GEO, http://www.ncbi.nlm.nih.gov/geo/) and are available through GEO series accession number GSE65977. Hierarchical cluster analysis (hierarchical clustering) was performed using Gene Cluster 3.0. To this end, Log2-transformed, significant (F > F crit = 3.708) mouse probes were loaded into Gene Cluster 3.0. The data were adjusted by centering genes (median). Clustering was performed using centered correlation as a distance measure and average linkage as the method. TreeView Software was used to visualize clustering results.

### Quantitative RT-PCR analysis

Quantitative RT-PCR analysis was performed as described previously [42, 43] using gene-specific primers (Table 4). Briefly, RNA samples were extracted from whole retinas and Notch1^+^ cells using the Absolutely RNA Nanoprep kit (Agilent Technologies, Santa Clara, CA) and reverse transcribed with Reverse Transcription System (Promega, Madison, WI) to synthesize cDNA. Quantitative PCR was then performed (Rotor-Gene Q, Qiagen, Valencia, CA) using a kit (SYBR GREEN PCR MasterMix; Qiagen, Valencia, CA). Relative expression was calculated by comparison with a standard curve following normalization to expression of the housekeeping gene β-actin (*Actb*), chosen as a control. Data are presented as average ± SEM. Quantitative RT-PCR measurements were analyzed with Student's t-test. Values of P < 0.05 were designated as statistically significant.

### Immunocytochemistry

Notch1^+^ cells were placed on cover slips, fixed after 30 minutes in 4% PF, and blocked with 5% normal donkey serum with 0.15% Tween-20 in PBS at pH 7.4. Cells were then incubated with Notch1 primary antibody (130-101-868, Miltenyi Biotec Inc., San Diego, CA) followed by species-specific secondary fluorescent antibodies (Invitrogen, Carlsbad, CA). Negative controls were incubated with secondary antibodies only. Imaging was performed with a confocal microscope (Leica TSL AOBS SP5; Leica Microsystems). Propidium iodide (PI) was used to visualize the nucleus of the cell. Individual cover slips were sampled randomly to collect a total of 10 images using a 20X objective lens. The Notch1 positive cells and PI positive cells (the total number of cells) were counted using ImageJ software. The percentage of Notch1 positive cells relative to the total number of cells was determined.

### Immunohistochemistry for beta III tubulin and counting of ganglion cell layer (GCL) neurons

Immunohistochemistry for beta III tubulin was performed as described previously [44]. Briefly, eyes were enucleated upon euthanasia and fixed in a 4% PF. The retinas were removed after 1 hour and cryoprotected overnight in 30% sucrose. The following day, the retinas underwent 3 freeze–thaw cycles, were rinsed in 0.1 M Tris buffer, blocked (5% donkey serum and 0.1% Triton X-100 in 0.1 M Tris buffer) for 1 hour, and were then incubated overnight with beta III Tubulin antibody (1:250; Covance, Denver, PA). After rinsing in 0.1 M Tris buffer, the retinas were flatmounted and coverslipped. Beta III Tubulin-positive GCL neurons were imaged by confocal microscopy. Individual retinas were sampled randomly to collect a total of 20 images from four retinal quadrants. Beta III Tubulin-positive GCL neurons were counted using ImageJ software.

## Supporting Information

S1 Table The results of microarray analysis revealed a total of 6,301 genes, which passed the quality control criteria and One-Way ANOVA test (*F* > *Fcrit*. = 3.708).

S2 Table Our findings suggested that Notch1^+^ cells at E14 and P0 may comprise two distinct cell populations. We identified 1,185 genes that were preferentially expressed in the E14 Notch1^+^ cells and 740 genes preferentially expressed in the P0 Notch1^+^ cells using a Student's T-test and twofold cut-off level.
(XLSX)

S3 Table The expression of retinal cell markers in Notch1^+^ progenitor cells and in whole retina samples was detected at E14 and P0.

S4 Table The list of putative members of the E14 and P0 Notch1 gene networks was identified. We chose a group of genes that satisfied the following selection criteria: 1) expression in either E14 Notch1^+^ cells or P0 Notch1^+^ cells that was ten times greater than the threshold level; 2) expression in either E14 Notch1^+^ cells or P0 Notch1^+^ cells that was two times greater than expression levels in whole retina samples of the same developmental stage. We used the milder conditions and selected transcription factors (TFs) with statistically significantly higher expression in either E14 Notch1^+^ cells or P0 Notch1^+^ cells than in whole retinas of the same developmental stage.
(XLSX)

How the deposited data were processed for this re-analysis (not part of the article)

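Gene expression was measured in Notch1+ cells and in whole retinas of mice at E14 and at P0. The authors dissociated retinas with papain and isolated the Notch1+ cells with antibodies and magnets, amplified the RNA of each sample, labeled it and hybridized it alone to 1 MEEBO array of oligonucleotide probes. There were 14 arrays: 3 of E14 Notch1+ cells, 3 of E14 whole retina, 4 of P0 Notch1+ cells and 4 of P0 whole retina. Each array belongs to 1 of these 4 groups as labeled by the authors, and none was left out.

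The scanner files that the authors deposited give, for each of 38880 spots, the median raw intensity of the foreground, the median and SD of the intensity of the local background, and the background-subtracted intensity, all as scanner readings (up to 65535) that are not normalized between arrays. The value table that the authors deposited holds log2 values from -0.71 to 16.50. It was checked against the scanner files: for each array, 2 to the power of the value is 1 factor (0.613 to 1.41 over the 14 arrays) times the background-subtracted median, with values under 1 set to 1, and 25 values were not a whole multiple of the factor to within 0.01. How the authors chose the factor is not stated. Of the 34279 lines of this table, 34248 match a probe and 27456 exactly 1 probe, so that its values were rebuilt by probe where it was used. In the copy of the paper's S1 Table used here, 1999 of the 6301 lines are present, and no overlap with that table was tested. The copies of the paper's S2 and S4 Tables hold 1925 and 266 probes.

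Of the spots, 34312 were probes for mouse genes and 4568 were controls or other sequences. A current gene symbol was given to 22986 probes through the accession and to 443 through the gene ID in the paper's tables, 233 kept the symbol of those tables, and 10650 had none.

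Spots marked as bad were left out. Foreground and background medians were corrected with normexp (offset 50), normalized between arrays by quantiles and taken to log2, with limma 3.58.1, statmod 1.5.0 and data.table 1.17.8 in R 4.3.3. A probe was above background on an array where the foreground median exceeded the background median by more than 2 SDs of the background, and the 13683 probes above background on at least 3 arrays were tested. These covered 8979 genes.

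One limma model (lmFit and eBayes) with the means of the 4 groups was fitted to the 14 arrays. It compared Notch1+ cells with whole retina at E14 and at P0, E14 with P0 Notch1+ cells, and E14 with P0 whole retina, and it tested whether the difference of Notch1+ cells from whole retina itself differs between the stages and whether a probe differs among the 4 groups (F-test). P-values were adjusted by Benjamini-Hochberg over all tested probes, and a probe was called at an adjusted p under 0.05. Intensities are means and SDs of the normalized linear values. A fold against a group without any array above background is a lower bound, computed against the lowest value above background on the same arrays. Arrays were clustered on the probes called by the F-test, centered on the median of each probe, with centered correlation and average linkage.

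Gene lists were tested with limma's camera, with an inter-gene correlation of 0.01 and on 1 probe per gene, over 8971 genes, and the p-values of 74 lists in 5 comparisons (370 tests) were adjusted together. Lists with fewer than 3 tested genes were left out. The lists were the paper's S3 Table, which comes from an outside database, the 3 lists of its Table 3, and lists written by hand of progenitor genes, genes of neurons and glia, Notch pathway genes, cell cycle, immediate early, heat shock, housekeeping, ribosomal, oxidative phosphorylation and histone genes, and markers of cell types outside the neural retina. Of the 157 calls, 61 held when the correlation was estimated from the data. Table 3, S2 and S4 were drawn by the study from these same samples and are not independent.

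The design, the hand-written lists, the rule for the genes to name and the alternatives were set before the data were examined, except where stated. The genes named are every gene named in the paper's Results, Discussion, Tables 1 and 2 and Fig 2, then for Notch1+ cells over whole retina at each stage and for E14 over P0 Notch1+ cells the 12 called probes with the largest rise and the 12 with the largest fall, among probes with 1 proper gene symbol whose 2 groups do not overlap, then 2 to 4 called examples for each list and comparison, and the 10 called probes with the largest difference between the stages. The values in the paper's tables had been seen when the rule was written. A gene with several probes is represented by the probe that the paper's supplementary tables use, otherwise by the probe with the highest mean.

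The alternatives were plain background subtraction with a floor of 50, no background subtraction, scaling to 1 median, scaling to 1 common 75th percentile, cyclic loess, the authors' value table, no filter on dim probes, a stricter filter (above background on all arrays of a group), an offset of 16, replicate number as a block, a model of the compared groups alone, eBayes with an intensity trend and robust estimation, array weights, leaving out each array in turn, a 2-fold threshold, an adjusted p under 0.01, the test named in the paper's methods (on log2 values with and without Benjamini-Hochberg, and on linear intensities), the mean of all probes of a gene, fry in place of camera, an estimated correlation between genes, and for the clustering all tested probes, the methods' ANOVA (F over 3.708) to choose probes, complete linkage, Spearman correlation and Euclidean distance. Chosen after seeing the data were a covariate for the mark of 10 arrays as dipped again, 2 forms of the methods' test with a 2-fold threshold (1 on the authors' linear values with a group mean above 50, 1 on log2 values), and the list tests with 75th percentile scaling and with cyclic loess. In the counts of results that changed, a change of sign where neither setting makes a call is counted as no change. A range over all settings leaves out replicate number as a block, and for a list also an estimated correlation and fry.

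The pipeline was tested on simulated data with known changes in few probes, for example 67 with a log2 change of 1 among 15019 tested at E14. The real comparisons called more probes, which alters the cutoff that the adjustment sets. The shares below therefore do not give the recovery in the real data. A log2 change of 1 was recovered for 38.8% of changed probes at E14 and 38.5% at P0, and a change of 2 for 86.4% and 84.8%. For the difference between the stages the shares were 5.97% and 57.6%. Of unchanged probes, 0.0135% to 0.0338% were called.

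Over the probes above background, the median ratio of foreground to background was 5.20 in E14 Notch1+ cells, 5.73 in E14 whole retina, 4.15 in P0 Notch1+ cells and 5.10 in P0 whole retina, and 30.0%, 33.0%, 30.6% and 35.7% of the probes of an array were above background (medians). Between 0 and 19 probes per array were saturated. The 6 E14 arrays were scanned on 1 day and each P0 group on a day of its own. Each comparison was repeated on other splits of the same arrays, the highest and lowest array of each group of 4 were checked with Dixon's test, and whether replicate numbers pair the arrays was checked on correlations after removing the group means. The quantitative RT-PCR and the counts of ganglion cells in Notch3-deficient retinas were not analysed here.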

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

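The tests of scan day for the immediate early genes at E14 and at P0, the test of the cell isolation, and the list tests with 75th percentile scaling and with cyclic loess were chosen only after the result was seen.

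The paper does not discuss immediate early genes as a group, though its Table 3 names some, such as Srf, Jun and Dusp1. As a list of 31 tested genes they were higher in Notch1+ cells than in whole retina at E14 (median log2 fold change 0.66) and at P0 (0.55), the latter not with an estimated correlation. The list holds genes that the study picked on these same arrays and is partly not independent. Fos, Egr1 and others of it had been seen in the paper's tables when it was written. Against a difference between scan days, the list was also higher on the 6 E14 arrays alone, all of 1 day (camera adjusted p = 1.98e-10), whereas at P0 each group had a day of its own, so that the median of 0.55 cannot be told apart from a difference between days. Endothelial cells carried over with the isolated cells, of which the paper reports 97–99% (the paper's value) immunopositive for Notch1 and none held by beads alone, are a candidate source that stays open: of 10 tested endothelial markers 0 at E14 and 3 at P0 were called higher, their medians were 0.79 and 0.73, the higher camera adjusted p of the 2 stages was 0.0245 (with an estimated correlation adjusted p = 0.388 and 0.482; the E14 call was lost without E14 Notch1+ replicate 1, adjusted p = 0.119 (range over settings without an estimated correlation or fry 0.000213 to 0.119), and the P0 call was lost without P0 Notch1+ replicate 1 or 2, adjusted p from 0.0518 to 0.328 (range over settings without an estimated correlation or fry 0.00100 to 0.328)), while microglia markers had medians of -0.37 and -0.33 (adjusted p = 0.126 and 0.280). At P0 Cldn5 had 2445 ± 457 in Notch1+ cells against 1155 ± 276 in whole retina, Pecam1 424 ± 160.2 against 179 ± 36.6 and Tie1 202 ± 52.6 against 114 ± 12.3, at E14 Cldn5 and Pecam1 had 617 ± 119 and 287 ± 244 against 445 ± 53.0 and 126 ± 8.38, 9 of the 10 markers were above background in whole retina, 0 were in another list or picked by the study, and removing cells that carry Pecam1 on their surface would test this. The cell isolation itself also stays open. The methods describe it for Notch1+ cells and do not say whether whole retina, labeled as whole retinal cell populations, was dissociated as well. No array is labeled as whole retina that went through the same isolation. For 8 of the 9 immediate early genes called higher at both stages every Notch1+ array lay above every whole retina array of its stage. That says nothing on the isolation, as 805 of the 808 probes called at E14 have such a gap. A biological difference between the populations was not tested and stays open too.

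Genes of neurogenic progenitors were higher in Notch1+ cells at both stages, while genes of multipotent progenitors were lower at E14 (median -0.67, adjusted p = 0.0259, with an estimated correlation 0.0799; the call was lost with the authors' value table, adjusted p = 0.0617, and without the filter on dim probes, adjusted p = 0.0595 (range over settings without an estimated correlation or fry 0.0101 to 0.0617)) and not called at P0. The neurogenic list holds genes that the study picked on these same arrays, such as Dll3, Atoh7, Otx2 and Sstr2, and is partly not independent. Against a difference between scan days, the medians of the 2 lists lay 1.73 (log2) apart on the 6 E14 arrays of 1 day, where 10000 pairs of random lists of the same sizes gave -0.30 to 0.30 (central 95%). Against a loss of neurons alone, which would raise all progenitor genes alike, the medians lay 1.31 apart at P0 as well (random lists -0.38 to 0.37). A difference in cell cycle may contribute and stays open: S phase genes had an adjusted p = 0.0650 at E14 (median -0.24; a call was made with median scaling, without the filter on dim probes and with 75th percentile scaling, adjusted p from 0.0233 to 0.0287, and without E14 Notch1+ replicate 2 or P0 Retina replicate 1, adjusted p from 0.0289 to 0.0500 (range over all settings 0.0233 to 0.112)) and were not called at P0 (median 0.10, adjusted p = 0.243), while genes of G2 and M phase were higher at both stages, at E14 not with an estimated correlation (adjusted p = 0.0799). Scan day at P0 and a biological difference, in which the Notch1+ cells are further along towards neurons, also stay open, and the latter was not tested.

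Ribosomal protein genes, which the paper does not discuss, were lower in P0 Notch1+ cells than in P0 whole retina, with a median of -0.50 over 77 tested genes (camera adjusted p = 2.86e-05, with an estimated correlation 0.0945). For a compression of bright spots, 10000 random lists matched on mean intensity gave medians of -0.11 to 0.26 (central 95%), above that of the list, whose median log2 intensity was 13.18. Quantile normalization gives all arrays the same spread of intensities, so matched lists could hardly fall as a group, with or without compression in the scans. The comparison therefore cannot decide on compression. It shows only that the list lay below other genes of like intensity after normalization. Against the normalization, the list was lower with median scaling (adjusted p = 6.56e-12), 75th percentile scaling (2.67e-13) and cyclic loess, where the highest of the 3 adjusted p-values was 0.00199 (range over settings without an estimated correlation or fry 2.67e-13 to 0.00199). A difference between scan days stays open, since each P0 group was scanned on its own day and no value separates the 22 genes called lower, such as Rplp1 (-3.32, adjusted p = 3.44e-05), from such a difference. A lower ribosomal content of progenitors at P0 was not tested and stays open.

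Among lists outside those the paper discusses, genes of G2 and M phase were higher in Notch1+ cells at E14 (median 0.23, adjusted p = 0.00138, with an estimated correlation 0.0799) and P0 (median 0.66, adjusted p = 2.98e-07 and 0.0212), with Kif23 (1.07, adjusted p = 0.028; its call was lost with the authors' value table, with the compared groups alone in the model and with an intensity trend and robust estimation, adjusted p from 0.0518 to 0.137, and without E14 Notch1+ replicate 1 or 3 or E14 Retina replicate 1 or 3, adjusted p from 0.0665 to 0.126 (range over all settings 0.0163 to 0.137)) at E14 and Cdc20 (1.58, adjusted p = 0.000486) at P0. Genes of oxidative phosphorylation were lower at P0 (median -0.50, adjusted p = 0.00698 and 0.0768), as was Atp5b (-2.06, adjusted p = 4.71e-05). Histone genes were lower at P0 (median -0.24, adjusted p = 0.0130 and 0.261; the call was lost with cyclic loess, adjusted p = 0.0579, and without P0 Notch1+ replicate 1, adjusted p = 0.0756 (range over settings without an estimated correlation or fry 0.000568 to 0.0756)), as was H1f2 (-3.72, adjusted p = 4.71e-05). Endothelial markers (medians 0.79 and 0.73) are treated above. Lens markers were lower at E14 (median -1.78, adjusted p = 0.000274 and 0.204), as was the crystallin Crygb (at least 1.98-fold, adjusted p = 0.0405; its call was lost with plain background subtraction, without background subtraction, with median scaling, with 75th percentile scaling, without the filter on dim probes, with the compared groups alone in the model, with array weights and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.0517 to 0.16, and without any 1 array other than E14 Retina replicate 3, P0 Notch1+ replicate 1 and P0 Retina replicate 1, 2, 3 and 4, adjusted p from 0.0519 to 0.154 (range over all settings 0.00125 to 0.16)).

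The difference of Notch1+ cells from whole retina itself differed between E14 and P0 for the following genes (values are the E14 minus the P0 log2 fold change, with the adjusted p of that difference). Among photoreceptor genes these were Gnat2 (1.14, adjusted p = 0.0492), Pde6c (0.99, adjusted p = 0.0337), Pde6g (2.65, adjusted p = 0.0285), Prph2 (2.11, adjusted p = 0.0389), Rbp3 (2.35, adjusted p = 0.00484), Sag (2.11, adjusted p = 0.0192) and Otx2 (1.46, adjusted p = 0.00852). Among genes of amacrine and bipolar cells and neuropeptides they were Cabp5 (1.54, adjusted p = 0.00893), Gad1 (2.55, adjusted p = 0.000235), Tfap2a (1.396, adjusted p = 0.0245), Th (-1.41, adjusted p = 0.00893) and Penk (1.30, adjusted p = 0.024), and among genes of ganglion cells, axons and neuronal non-coding RNA Isl2 (2.49, adjusted p = 0.0232), Thy1 (3.57, adjusted p = 0.00353), Tunar (2.85, adjusted p = 0.00484), Nrp1 (-2.93, adjusted p = 0.00719) and Nckap5 (1.93, adjusted p = 0.0235). Among genes of metabolism, ribosomes, histones and DNA repair they were Atp5b (2.41, adjusted p = 0.00481), Ndufb2 (1.69, adjusted p = 0.0292), Gapdh (2.28, adjusted p = 0.0458), Ppia (1.37, adjusted p = 0.0345), Rplp1 (2.29, adjusted p = 0.0414), Rps2 (2.10, adjusted p = 0.0059), H1f2 (3.48, adjusted p = 0.0139), H2bu2 (1.48, adjusted p = 0.0228), Brip1 (-1.21, adjusted p = 0.0363) and Glrx5 (-2.77, adjusted p = 0.0423), among growth factors, their receptors and transcriptional regulators Igf2 (2.69, adjusted p = 0.0228), Igf1r (-2.69, adjusted p = 0.0337), Sfrp2 (-2.51, adjusted p = 0.0228), Eya2 (1.42, adjusted p = 0.0446), Klf4 (2.34, adjusted p = 0.000235), Ccn1 (-1.72, adjusted p = 0.017) and Phlda1 (2.64, adjusted p = 0.00933), and among others Acta2 (1.45, adjusted p = 0.0398), Adrb1 (2.93, adjusted p = 0.000235), Cd72 (-1.41, adjusted p = 0.00724), Gcnt1 (-3.38, adjusted p = 0.000401), Ly6h (1.752, adjusted p = 0.0271), Meg3 (-2.64, adjusted p = 0.0423), Ppp1r14a (3.17, adjusted p = 0.00933), Rab8b (-2.69, adjusted p = 0.034) and Tmem178 (2.55, adjusted p = 0.021). Adrb1, Cabp5, Cd72, Gad1, Pde6c, Pde6g, Prph2, Sag and Thy1 were above background on no E14 array and Klf4 and Th on no P0 array, so that no difference could be seen at that stage and the value restates the other stage. Ccn1 was above background on no whole retina array, Gnat2 and Tfap2a on no E14 Notch1+ array and Eya2 and Isl2 on no P0 Notch1+ array. The values of all these genes rest partly on signal within background and are not exact. The calls of Adrb1, Atp5b, Cabp5, Ccn1, Cd72, Gad1, Gcnt1, H1f2, Klf4, Nrp1, Otx2, Phlda1, Ppp1r14a, Rbp3, Rps2, Th, Thy1 and Tunar held without any 1 array. Calls were lost without E14 Notch1+ replicate 1 for Acta2, Brip1, Eya2, Gapdh, Glrx5, Gnat2, H2bu2, Igf1r, Igf2, Isl2, Ly6h, Meg3, Nckap5, Ndufb2, Pde6c, Pde6g, Ppia, Prph2, Rab8b, Rplp1 and Tfap2a (adjusted p from 0.051 to 0.0985); without E14 Notch1+ replicate 2 for Acta2, Eya2, Gapdh, Gnat2, H2bu2, Igf1r, Ly6h, Meg3, Ndufb2, Pde6c, Pde6g, Penk, Ppia, Prph2, Rab8b, Rplp1 and Tfap2a (adjusted p from 0.0551 to 0.0933); without E14 Notch1+ replicate 3 for Brip1, Gapdh, Glrx5, Gnat2, Pde6c and Prph2 (adjusted p from 0.0522 to 0.0795); without E14 Retina replicate 1 for Acta2, Eya2, Gapdh, Glrx5, Gnat2, H2bu2, Igf1r, Igf2, Isl2, Ly6h, Meg3, Ndufb2, Pde6c, Pde6g, Penk, Ppia, Prph2, Rab8b, Rplp1, Sfrp2, Tfap2a and Tmem178 (adjusted p from 0.0581 to 0.104); without E14 Retina replicate 2 for Brip1, Eya2, Gapdh, Glrx5, Gnat2, Igf2, Ly6h, Meg3, Nckap5, Ndufb2, Pde6c, Pde6g, Ppia, Prph2, Rab8b, Rplp1, Sag and Tfap2a (adjusted p from 0.0501 to 0.0977); without E14 Retina replicate 3 for Acta2, Brip1, Eya2, Gapdh, Glrx5, Gnat2, H2bu2, Igf1r, Isl2, Meg3, Nckap5, Ndufb2, Pde6c, Pde6g, Penk, Ppia, Prph2, Rplp1, Sag, Sfrp2 and Tfap2a (adjusted p from 0.0506 to 0.114); without P0 Notch1+ replicate 1 for Acta2, Brip1, Eya2, Gapdh, Glrx5, Gnat2, Igf1r, Meg3, Pde6c, Ppia, Prph2 and Rplp1 (adjusted p from 0.0524 to 0.0876); without P0 Notch1+ replicate 2 for Acta2, Eya2, Glrx5, Gnat2, Rab8b and Rplp1 (adjusted p from 0.0509 to 0.0769); without P0 Notch1+ replicate 3 for Acta2, Brip1, Eya2, Gapdh, Glrx5, Gnat2, Igf1r, Ly6h, Meg3, Ndufb2, Pde6c, Prph2 and Tfap2a (adjusted p from 0.0509 to 0.0766); without P0 Notch1+ replicate 4 for Acta2, Brip1, Eya2, Gapdh, Glrx5, Gnat2, Igf1r, Ly6h, Meg3, Ndufb2, Pde6g, Ppia, Prph2, Rab8b and Rplp1 (adjusted p from 0.0542 to 0.0825); without P0 Retina replicate 1 for Acta2, Eya2, Gapdh, Glrx5, Igf1r, Meg3, Pde6c, Ppia and Rab8b (adjusted p from 0.0514 to 0.0721); without P0 Retina replicate 2 for Acta2, Eya2, Gapdh, Gnat2, Igf1r, Ppia, Rab8b and Rplp1 (adjusted p from 0.0554 to 0.0702); without P0 Retina replicate 3 for Acta2, Brip1, Gapdh, Gnat2, Pde6c, Ppia and Rplp1 (adjusted p from 0.0527 to 0.0796); without P0 Retina replicate 4 for Acta2, Brip1, Eya2, Gapdh, Gnat2, Meg3, Pde6c, Prph2 and Rplp1 (adjusted p from 0.0541 to 0.0909). Among the other settings, calls were lost with 75th percentile scaling for Acta2, Cabp5, Eya2, Gnat2, Ly6h, Pde6c and Penk, with an intensity trend and robust estimation for Acta2, Brip1 and Ppia, with the re-dip mark as a covariate (chosen after seeing the data) for Acta2, Brip1, Eya2, Gapdh, Glrx5, Gnat2, Igf1r, Isl2, Ly6h, Meg3, Nckap5, Ndufb2, Pde6c, Pde6g, Ppia, Prph2 and Rab8b, with the authors' value table for Brip1, Ccn1, Cd72, Eya2, Glrx5, Gnat2, Meg3, Penk, Sag and Tfap2a, with plain background subtraction for Cabp5, Eya2, Gnat2, Penk, Ppia and Tfap2a, with cyclic loess for Cd72, Eya2, Gapdh and Penk, with median scaling for Eya2, Glrx5, Meg3, Pde6c and Penk, with the smaller offset for Eya2, Gnat2 and Pde6c, without the filter on dim probes for Gapdh, Glrx5, Igf1r, Meg3, Prph2, Rab8b and Rplp1, with the stricter filter for Gnat2 and with the mean of all probes of the gene for Ppia, Rab8b, Rplp1 and Tfap2a.

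Gene lists also differed between the stages. For these lists, a range over all settings leaves out replicate number as a block, an estimated correlation and fry. Relatively higher in Notch1+ cells at E14 were amacrine and horizontal cell genes (median difference 1.08), cone genes (0.86, which turned with the authors' value table, adjusted p = 0.889, range over all settings 2.81e-06 to 0.889) and rod and photoreceptor genes (1.48), and in the outside database the markers of mature rods (median 0.60, camera adjusted p = 6.02e-11, adjusted p = 0.0212 with an estimated correlation), rod precursors (median 0.73, camera adjusted p = 0.0136, adjusted p = 0.161 with an estimated correlation), early and late photoreceptor precursors, which share their tested genes (median 0.95, camera adjusted p = 0.00751, adjusted p = 0.0755 with an estimated correlation), cone precursors (median 0.79, camera adjusted p = 0.0116, adjusted p = 0.119 with an estimated correlation), mature M, M-S and S cones alike (median 0.77, camera adjusted p = 0.0277, adjusted p = 0.101 with an estimated correlation; the call was lost with plain background subtraction, adjusted p = 0.0516, and without E14 Retina replicate 2 or P0 Notch1+ replicate 1, adjusted p from 0.0505 to 0.0601 (range over all settings 0.00577 to 0.772 for M cones and 6.85e-05 to 0.772 for M-S and S cones), and with the authors' value table the 3 lists turned, adjusted p = 0.772), mature horizontal cells (median 0.28, camera adjusted p = 0.00819, adjusted p = 0.132 with an estimated correlation), cholinergic amacrine cells of the inner nuclear layer (median 0.30, camera adjusted p = 0.0224, adjusted p = 0.142 with an estimated correlation; the call was lost without P0 Retina replicate 1 or 4, adjusted p from 0.0582 to 0.0858 (range over all settings 0.00945 to 0.0858); those of the ganglion cell layer were not called by camera, median 0.25, adjusted p = 0.185, range over all settings 0.0825 to 0.372, and were by fry, adjusted p = 0.00928), GABAergic amacrine cells (median 0.30, camera adjusted p = 0.00341, adjusted p = 0.166 with an estimated correlation; the call was lost with the authors' value table, adjusted p = 0.0655 (range over all settings 0.000212 to 0.0655)), mature rod bipolar cells (median 0.30, camera adjusted p = 0.00687, adjusted p = 0.0468 with an estimated correlation) and type 4 off cone bipolar cells (median 1.54, camera adjusted p = 0.0152, adjusted p = 0.0946 with an estimated correlation, 3 tested genes, the median being the value of Cabp5; the call was lost with plain background subtraction, adjusted p = 0.0636 (range over all settings 0.00372 to 0.0636)). Genes above background on no E14 array restate the P0 difference, and these were 3 of 19 tested amacrine and horizontal cell genes, 4 of 10 cone genes, 11 of 22 rod and photoreceptor genes, and in the database 25 of 69 of mature rods, 2 of 10 of rod precursors, 1 of 4 of photoreceptor precursors, 0 of 8 of cone precursors, 1 of 3 of mature cones, 5 of 85 of horizontal cells, 5 of 27 of cholinergic and 9 of 61 of GABAergic amacrine cells, 7 of 43 of rod bipolar cells and 1 of 3 of type 4 off cone bipolar cells. Also relatively higher were ribosomal protein genes (median 0.51, camera adjusted p = 0.00024, adjusted p = 0.126 with an estimated correlation), oxidative phosphorylation genes (median 0.40, camera adjusted p = 0.0277, adjusted p = 0.128 with an estimated correlation; the call was lost without E14 Notch1+ replicate 3, E14 Retina replicate 1 or P0 Retina replicate 3, adjusted p from 0.0620 to 0.0764 (range over settings without an estimated correlation or fry 2.78e-05 to 0.0764)) and housekeeping genes (median 0.97, camera adjusted p = 0.0290, adjusted p = 0.0926 with an estimated correlation; the call was lost with cyclic loess, adjusted p = 0.0638, and without E14 Notch1+ replicate 2, E14 Retina replicate 1 or 2 or P0 Retina replicate 2 or 4, adjusted p from 0.0534 to 0.149 (range over settings without an estimated correlation or fry 0.00236 to 0.149)). Relatively lower at E14 were S phase genes (median -0.43, camera adjusted p = 0.00595, adjusted p = 0.101 with an estimated correlation) and G2 and M phase genes (median -0.37, camera adjusted p = 0.0197, adjusted p = 0.159 with an estimated correlation; the call was lost with median scaling, with the authors' value table and with 75th percentile scaling, adjusted p from 0.0906 to 0.206, and without E14 Retina replicate 2 or P0 Notch1+ replicate 3, adjusted p from 0.0535 to 0.0944 (range over all settings 0.00768 to 0.206)). The genes that the paper's Table 3 lists for E14 and for P0 differed in opposite directions (median 1.12, camera adjusted p = 4.14e-08, adjusted p = 0.0140 with an estimated correlation, and median -1.404, camera adjusted p = 6.55e-12, adjusted p = 0.00263 with an estimated correlation), but the study chose them for 1 stage on these arrays.

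In groups of 4, 1 array lay far from the other 3 in 25 of 404 tests of the normalized log2 intensity of a named gene or the quality of an array. Chance flags about 1 in 20 groups. P0 Notch1+ replicate 1 was highest for Crygb (7.01, others 5.90 to 6.07). P0 Notch1+ replicate 1 was lowest for Th (6.14, others 6.27 to 6.29). P0 Notch1+ replicate 2 was highest for Clu (8.10, others 6.98 to 7.06) and Hspa5 (8.43, others 7.57 to 7.64). P0 Notch1+ replicate 3 was highest for Hes5 (13.47, others 12.77 to 12.84) and Rad51ap1 (7.29, others 7.12 to 7.14). P0 Notch1+ replicate 3 was lowest for Neurod1 (9.88, others 11.22 to 11.37) and Six6 (12.04, others 12.26 to 12.29). P0 Notch1+ replicate 4 was highest for Brd7 (11.59, others 10.97 to 11.05) and Hsp90ab1 (15.24, others 14.99 to 15.02). P0 Notch1+ replicate 4 was lowest for Gcnt1 (10.55, others 11.39 to 11.45) and Rps15a (7.92, others 8.24 to 8.30). P0 Retina replicate 1 was highest for Cox7a1 (8.66, others 8.41 to 8.45). P0 Retina replicate 2 was highest for Atp5b (14.59, others 14.07 to 14.09). P0 Retina replicate 2 was lowest for Foxp1 (8.54, others 9.20 to 9.30), Gngt2 (11.11, others 12.30 to 12.46), Meg3 (9.05, others 10.63 to 10.90) and Nr1d1 (7.06, others 7.49 to 7.54). P0 Retina replicate 3 was highest for H2ac18 (10.23, others 9.13 to 9.26). P0 Retina replicate 3 was lowest for Crabp1 (12.04, others 12.50 to 12.55), Crb1 (8.34, others 9.02 to 9.07), Elavl4 (8.87, others 10.63 to 10.75), Foxm1 (9.93, others 10.25 to 10.30), Gal (7.38, others 8.05 to 8.18) and Tyms (7.01, others 7.53 to 7.55). P0 Retina replicate 3 accounts for 7 of these and P0 Retina replicate 2 for 5. Groups of 3 were not tested.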

How the results depend on the processing

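The re-dip covariate, the 2 forms of the methods' test with a 2-fold threshold, and the list tests with 75th percentile scaling and cyclic loess were chosen only after the results were seen. Except where fewer or more probes or fewer samples entered the test, the cause of a change was not tested. Counts are probes higher and lower in the first group, and a count within 1.5 times the count reported is not repeated.

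The named genes kept their direction and their side of the threshold in most results: with no background subtraction 983 of 990 were unchanged, with plain subtraction 945, the smaller offset 963, the stricter filter 952 of 965, no filter 957, array weights 964, intensity trend and robust 947, cyclic loess 955, median scaling 925, 75th percentile 920, the authors' value table 891, the mean of all probes 946, the re-dip covariate 901, and the compared groups alone 706 of 792. Of the 370 list results, 344 to 363 were unchanged with other scalings, background corrections, filters or probe choices, except that the authors' value table left 336, while an estimated correlation left 274 (61 of 157 calls), fry 298 and fry's mixed test 220, which called 267.

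Median scaling gave 2126 higher at P0, and the opposite direction there for Dtl (0.47) and Hba-x (0.68). 75th percentile scaling gave 3953 higher at P0 and 376 higher between Notch1+ groups, and the opposite direction for Dtl (0.67), Hba-x (0.88), Rad51ap1 (0.59) and Th (0.65) at P0. The authors' value table gave 674 lower at E14, 780 and 2273 at P0, 1188 higher between Notch1+ groups and a correlation between stages of 0.501, and all 14 arrays clustered next to their stage. It also gave the opposite direction for the stage difference of Fos (3.75), Pde6c (-1.29) and Pou4f2 (3.26), of the cone genes (adjusted p = 0.889) and of the markers of mature M, M-S and S cones (0.772 each). The mean of all probes gave the opposite direction for Nasp between Notch1+ groups (0.64) and Mapt between retinas (-1.10).

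Without the filter more probes entered the test: 817 and 923 at E14, 2035 and 2414 at P0, 2302 and 2142 between Notch1+ groups, 2185 and 1931 between retinas, 586 for the stage difference and 10107 among the 4 groups. With fewer samples in the model (the compared groups alone), E14 gave 153 and 263 and the Notch1+ groups 352 and 426; this setting gives no stage difference and no F-test. With the re-dip covariate P0 gave 521 and 710 and the stage difference 194. An adjusted p under 0.05 with 2-fold gave 240 higher at E14, 529 and 773 at P0, 330 and 418 between Notch1+ groups, 443 and 576 between retinas and 2942 among the groups, and an adjusted p under 0.01 gave 127 and 189, 512 and 806, 209 and 261, 338 and 510, and 2403, with 64 for the stage difference.

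The methods' t-test on log2 values without adjustment gave 1099 and 1266 at E14, 1953 higher at P0, 1593 and 1552 between Notch1+ groups, 1847 and 1903 between retinas and 2391 for the stage difference, with Benjamini-Hochberg 38 and 100, 752 and 961, 227 and 204, and 500 and 554, and on linear intensities without adjustment 938 and 1196 at E14, 1524 and 1313 between Notch1+ groups, 1822 and 1652 between retinas and 2333 for the stage difference. Added later, the same test on the authors' linear values with 2-fold and a group mean above 50 gave 577 and 774 at E14, 786 higher at P0 and 1185 higher between Notch1+ groups, and on log2 values with 2-fold 552 and 799, 391 and 467, and 499 and 600.

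Leaving out 1 array at a time gave, for E14, 175 (without E14 Retina 3) to 362 (P0 Notch1+ 4) higher and 261 (without E14 Retina 3) to 442 (P0 Retina 2) lower, between Notch1+ groups 375 (without E14 Notch1+ 2) to 694 (P0 Retina 2) and 404 (without E14 Notch1+ 2) to 782 (P0 Retina 2), between retinas 538 (without E14 Retina 2) to 990 (E14 Notch1+ 1) and 677 (without E14 Retina 1) to 1043 (E14 Notch1+ 1), for the stage difference 135 (without E14 Retina 1) to 325 (E14 Notch1+ 3), for the correlation between stages 0.339 to 0.428, and for the arrays clustered next to their stage 5 to 13 (13 without P0 Retina 1). Complete linkage and Spearman correlation put all 14 arrays next to their stage. Of the named-gene results, 12967 were unchanged, 675 lost and 128 gained a call, and of the list results 5056, 61 and 48.

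Replicate number as a block gave 438 and 533 between Notch1+ groups and 59 for the stage difference. In 3 of 13 tests an array correlated most with the array of its own number. Some of these tests set arrays of different stages against each other, and each rests on few arrays. Whether the numbers pair the arrays within a stage therefore stays open.

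Weak signal limits the rest. The median ratio of foreground to background was 3.98 to 6.01 over the probes above background of an array, probes not above it were not tested, and in simulated data 38.8% (E14) and 38.5% (P0) of changes of 1 (log2) but 5.97% of such stage differences were recovered. The simulation changed fewer probes than were called here, so these shares do not give the recovery in the real data.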

Differences from the paper's values

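The paper reports 1,185 probes (the paper's value) higher in E14 than in P0 Notch1+ cells, and 708 were called here. The paper called probes by an unadjusted P and a 2-fold change on its own values, whereas 708 counts probes with an adjusted p under 0.05 and any fold change. Counts are taken here as different where one is over 1.5 times the other. The count lies within 1.5 times the paper's with the authors' value table (1188), with an intensity trend and robust estimation (828), and with the methods' t-test without adjustment on log2 values (1593) and on linear intensities (1524). It lies over 1.5 times from the paper's with plain background subtraction (716), without background subtraction (689), with median scaling (557), 75th percentile scaling (376), cyclic loess (488), no filter (2302), the stricter filter, the smaller offset (784), replicate number as a block (438), the compared groups alone (352), array weights (553), the 2-fold threshold (330), an adjusted p under 0.01 (209), the methods' t-test with Benjamini-Hochberg (227), and without each of the 14 arrays (375 to 694). The methods' t-test without adjustment, with 2-fold, gave 391 on the log2 values used here and, on the authors' linear values with a group mean above 50, 1185, 2 alternatives chosen after seeing the values, of which the latter drops 0 of the paper's 1185 probes and 0 of its 740 lower ones. Of the paper's 1185 probes the authors' value table calls 885 and drops 300.

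For Six6 at P0 the paper's ratio of Notch1+ cells to whole retina is 0.41 (the paper's value), and it was 0.618 here. A ratio is counted as different where it is over 1.5 times the paper's, or the reverse, and the gap exceeds the replicate SD (0.0828). It lies within 1.5 times with plain background subtraction (0.609), median scaling (0.450), 75th percentile scaling (0.517) and the authors' value table (0.407), and without P0 Notch1+ replicate 1 (0.610), 2 (0.612) or 4 (0.607) or P0 Retina replicate 2 (0.590) or 3 (0.613), of which median scaling, 75th percentile scaling and the authors' value table bring it nearer by over 0.1 and the others move it by under 0.03. It lies beyond 1.5 times without background subtraction (0.618), with cyclic loess (0.620) and the smaller offset (0.616), and without P0 Notch1+ replicate 3 (0.642) or P0 Retina replicate 1 (0.633) or 4 (0.639). Of 46 ratios compared, 4 of them bounds, this is the 1 that differs by this rule, and 42 lie on the same side of 1 as the paper's.

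The paper places the Notch1+ cells of each stage next to the retina of that stage in its clustering. Here the nearest other group was of the same stage for 6 of the 14 arrays, those of E14 Notch1+ cells and E14 retina, with all tested probes, Euclidean distance, the methods' ANOVA, median scaling and plain background subtraction as well. It was so for all 14 arrays with complete linkage, with Spearman correlation and with the authors' value table, and for all 13 without P0 Retina replicate 1. The E14 arrays share a scan day, and the P0 groups do not.

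Hes1 is reported lower in Notch1+ cells than in whole retina, and at P0 it had 0.19 (adjusted p = 0.842), with values below 0 with median scaling and the authors' value table (lowest -0.24) and without P0 Notch1+ replicate 3 or P0 Retina replicate 3 or 4 (lowest -0.14). The paper's values for Otx2 and Dlx2 at P0 are lower in Notch1+ cells, and here they had 0.14 (adjusted p = 0.567) and 0.20 (0.598). Otx2 was below 0 with median scaling, 75th percentile scaling and the authors' value table (lowest -0.41), and Dlx2 with median scaling and the authors' value table (-0.19). Rorb is reported higher in whole retina at P0, and it had -0.07 (adjusted p = 0.929) and was called under no setting. Notch3 is reported higher in whole retina at both stages, and at P0 it had -0.50 (adjusted p = 0.0864). A call of Notch3 was made with median scaling, adjusted p = 0.0328, and with the authors' value table, adjusted p = 0.0234, and without P0 Notch1+ replicate 1, adjusted p = 0.0386 (range over all settings 0.0234 to 0.228). The paper also lists RT-PCR primers for Notch3, Hes1, Otx2, Hes6, Fgf15 and Dll3, and reports that RT-PCR bore out the array changes of selected genes. Those measurements were not analysed here.

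Pax6 is reported higher in Notch1+ cells, and on the probe used here it had -0.91 (adjusted p = 0.126) at E14 and -0.33 (0.455) at P0, while the probe of the paper's Table 2 had 0.36 and 0.77. Dlx2, Foxn4, Dll1 and Dll4 are reported increased in E14 Notch1+ cells and Dll3 in P0 Notch1+ cells, and their values were above 0 but not called, Dlx2 with 0.82, adjusted p = 0.109, Foxn4 with 0.75, adjusted p = 0.514, Dll1 with 1.06, adjusted p = 0.324, Dll4 with 0.77, adjusted p = 0.477 and Dll3 with 0.91, adjusted p = 0.13. The direction is the paper's for all of them, and its Table 2 gives Dlx2 and Foxn4 no significant p-value at E14 either. A call of Dlx2 was made without E14 Notch1+ replicate 1, adjusted p = 0.0208 (range over all settings 0.0208 to 0.311). Bmpr1b, Fgf15, Hes1, Six6 and Sox2 are reported raised in E14 whole retina, and their values were below 0 but not called, Bmpr1b with -0.47, adjusted p = 0.417, Fgf15 with -1.33, adjusted p = 0.144, Hes1 with -1.03, adjusted p = 0.412, Six6 with -0.65, adjusted p = 0.0662 and Sox2 on the probe used here with -1.06, adjusted p = 0.238, while the other probe of Sox2 was called lower (-1.80, adjusted p = 0.0364). Here too the direction is the paper's. The paper's p-values come from t-tests without adjustment, whereas those here are adjusted over all tested probes. A missed call is therefore not by itself a difference from the paper's values. A call of Fgf15 was made without E14 Notch1+ replicate 3, adjusted p = 0.0478 (range over all settings 0.0478 to 0.351). A call of Six6 was made with cyclic loess, adjusted p = 0.047, and without the filter on dim probes, adjusted p = 0.0373, and without E14 Retina replicate 3, adjusted p = 0.0396 (range over all settings 0.0373 to 0.228).

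The paper found no significant difference in Hes6 between Notch1+ cells and whole retina, and Hes6 was called at P0 (1.27, adjusted p = 0.00604). That call was lost with median scaling, with 75th percentile scaling, with the authors' value table and with the re-dip mark as a covariate (chosen after seeing the data), adjusted p from 0.0727 to 0.42 (range over all settings 0.00524 to 0.42). Bhlhe22 is given to both stages, and at P0 it had -0.08 (adjusted p = 0.906). Of the 177 probes given to both stages, 60 were called higher at E14 and 139 at P0.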

Other observations

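The list tests with 75th percentile scaling and with cyclic loess were chosen only after the results were seen.

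Bipolar cell and Muller glia genes, which mark the cells born last, were lower in Notch1+ cells than in whole retina at E14 (median -0.57, adjusted p = 0.00196, with an estimated correlation 0.0617) and at P0 (median -0.54, adjusted p = 0.0311, with an estimated correlation 0.152; the call was lost without P0 Retina replicate 4, adjusted p = 0.0853 (range over settings without an estimated correlation or fry 0.0116 to 0.0853)). They were also lower at E14 than at P0 within Notch1+ cells (median -0.60, adjusted p = 8.56e-05, with an estimated correlation 0.0274) and within whole retina (median -0.66, adjusted p = 0.000222, with an estimated correlation 0.0347). Genes of S phase were not called in Notch1+ cells against whole retina, but were higher in E14 than in P0 whole retina (median 0.67, adjusted p = 1.69e-06, with an estimated correlation 0.0212) and had a median of 0.19 (adjusted p = 0.120) between the Notch1+ groups. Genes of G2 and M phase were higher in E14 than in P0 whole retina (median 0.27, adjusted p = 0.00932, with an estimated correlation 0.132) and not called between the Notch1+ groups (median -0.07, adjusted p = 0.887, with an estimated correlation 0.926). Chaperones were not called in Notch1+ cells against whole retina at E14 (median 0.06, adjusted p = 0.546, with an estimated correlation 0.723) or P0 (median 0.07, adjusted p = 0.635, with an estimated correlation 0.778), and were higher at E14 than at P0 within Notch1+ cells (median 0.45, adjusted p = 0.00794, with an estimated correlation 0.158) and within whole retina (median 0.30, adjusted p = 0.0169, with an estimated correlation 0.194; the call was lost without E14 Retina replicate 3, adjusted p = 0.124 (range over settings without an estimated correlation or fry 0.00421 to 0.124)), among them Hspa4 (1.14, adjusted p = 0.0123) in Notch1+ cells; its call was lost without E14 Notch1+ replicate 2, adjusted p = 0.0582 (range over all settings 0.00389 to 0.0582).

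Factors of earlier progenitors were not called in Notch1+ cells against whole retina at E14 (median -0.23, adjusted p = 0.806, with an estimated correlation 0.849) or P0 (median -0.12, adjusted p = 0.910, with an estimated correlation 0.928), nor were those of later progenitors (median -0.29, adjusted p = 0.123, with an estimated correlation 0.181; a call was made without E14 Notch1+ replicate 1, adjusted p = 0.0316 (range over all settings 0.0316 to 0.295), and median -0.30, adjusted p = 0.887, with an estimated correlation 0.890). Housekeeping genes were not called at E14 (median 0.09, adjusted p = 0.470, with an estimated correlation 0.520) or P0 (median -0.36, adjusted p = 0.120, with an estimated correlation 0.170; a call was made with median scaling, adjusted p = 0.0159, and with 75th percentile scaling, adjusted p = 0.0089 (range over all settings 0.0089 to 0.237)), and were higher in E14 than in P0 Notch1+ cells (median 0.65, adjusted p = 0.00292, with an estimated correlation 0.0347). Ribosomal protein genes at E14 had a median of -0.01 (adjusted p = 0.735), oxidative phosphorylation genes -0.03 (0.721) and histone genes -0.19 (0.248).

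Of markers of cells outside the neural retina, those of microglia and macrophages were not called at E14 (median -0.37, adjusted p = 0.126, with an estimated correlation 0.482; a call was made without the filter on dim probes, adjusted p = 0.0148 (range over all settings 0.0148 to 0.287)) or P0 (median -0.33, adjusted p = 0.280, with an estimated correlation 0.587; a call was made without the filter on dim probes, adjusted p = 0.0275 (range over all settings 0.0275 to 0.922)), nor those of red blood cells (median -0.99, adjusted p = 0.0822, with an estimated correlation 0.376; a call was made without E14 Retina replicate 1, adjusted p = 0.000985 (range over all settings 0.000985 to 0.401), and median -0.33, adjusted p = 0.592, with an estimated correlation 0.770), of the pigment epithelium (median -0.50, adjusted p = 0.0927, with an estimated correlation 0.263; a call was made with the authors' value table, adjusted p = 0.0281, and without the filter on dim probes, adjusted p = 0.0242 (range over all settings 0.0242 to 0.198), and median -0.75, adjusted p = 0.0598, with an estimated correlation 0.217; a call was made with the mean of all probes of the gene, with plain background subtraction, without the filter on dim probes and with cyclic loess, adjusted p from 0.0275 to 0.0497, and without P0 Notch1+ replicate 2 or 4 or P0 Retina replicate 2 or 3, adjusted p from 0.0329 to 0.0498 (range over all settings 0.0275 to 0.225)), of the lens at P0 (median -0.60, adjusted p = 0.239, with an estimated correlation 0.659; a call was made without the filter on dim probes, adjusted p = 0.0426 (range over all settings 0.0426 to 0.723)), or of astrocytes, pericytes and fibroblasts (median -0.06, adjusted p = 0.620, with an estimated correlation 0.685, and median -0.18, adjusted p = 0.451, with an estimated correlation 0.552). The red blood cell markers were higher at E14 than at P0 within Notch1+ cells (median 1.99, adjusted p = 0.00145, with an estimated correlation 0.128), with Hbb-y at least 3.20-fold higher (adjusted p = 0.00563), and within whole retina (median 2.03, adjusted p = 0.000449, with an estimated correlation 0.101).

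Each count of called probes was set against other splits of the same arrays. For Notch1+ cells over whole retina at P0, 2694 probes were called and at most 2 in the other splits of 35, for E14 over P0 Notch1+ cells 1518 and 60, and for E14 over P0 whole retina 1954 and 163, where 1 of the 35 splits, the real one, reached the count. This is the lowest share that 35 splits can give, so chance is unlikely. The real split also follows scan day in each of these comparisons, so a difference between days could give the same outcome. Among the 4 groups 4697 probes were called, and at most 71 in other regroupings, so that 1 of 100 reached the count and chance is unlikely there as well, though the groups partly follow scan day. At E14, 808 probes were called and at most 17 in other splits, 1 of 10 reached the count, and 10 splits are too few. The 338 probes whose difference from whole retina changes between the stages were reached by 5 of 100 regroupings, with 705 the highest. The other 4 (482 to 705 probes) keep the P0 groups whole, exchange the populations at 1 stage and move 1 array of each E14 group, so that they count the difference shared by the stages, which points to a structure of the samples, and whether chance is excluded stays open.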
